# mRNA structural elements immediately upstream of the start codon dictate dependence upon eIF4A helicase activity

**DOI:** 10.1186/s13059-019-1901-2

**Published:** 2019-12-30

**Authors:** Joseph A. Waldron, David C. Tack, Laura E. Ritchey, Sarah L. Gillen, Ania Wilczynska, Ernest Turro, Philip C. Bevilacqua, Sarah M. Assmann, Martin Bushell, John Le Quesne

**Keywords:** eIF4A, RNA structure, Hippuristanol, Translation, Translation initiation, Cancer, Structure-seq, DMS, Polysome profiling, G-quadruplexes

## Abstract

**Background:**

The RNA helicase eIF4A1 is a key component of the translation initiation machinery and is required for the translation of many pro-oncogenic mRNAs. There is increasing interest in targeting eIF4A1 therapeutically in cancer, thus understanding how this protein leads to the selective re-programming of the translational landscape is critical. While it is known that eIF4A1-dependent mRNAs frequently have long GC-rich 5′UTRs, the details of how 5′UTR structure is resculptured by eIF4A1 to enhance the translation of specific mRNAs are unknown.

**Results:**

Using Structure-seq2 and polysome profiling, we assess global mRNA structure and translational efficiency in MCF7 cells, with and without eIF4A inhibition with hippuristanol. We find that eIF4A inhibition does not lead to global increases in 5′UTR structure, but rather it leads to 5′UTR remodeling, with localized gains and losses of structure. The degree of these localized structural changes is associated with 5′UTR length, meaning that eIF4A-dependent mRNAs have greater localized gains of structure due to their increased 5′UTR length. However, it is not solely increased localized structure that causes eIF4A-dependency but the position of the structured regions, as these structured elements are located predominantly at the 3′ end of the 5′UTR.

**Conclusions:**

By measuring changes in RNA structure following eIF4A inhibition, we show that eIF4A remodels local 5′UTR structures. The location of these structural elements ultimately determines the dependency on eIF4A, with increased structure just upstream of the CDS being the major limiting factor in translation, which is overcome by eIF4A activity.

## Background

Translational dysregulation is a hallmark of cancer [1–3], and increased activity of the DEAD box RNA helicase, eukaryotic initiation factor 4A1 (eIF4A1), is associated with poor survival in human malignancy [4]. As such, eIF4A1 is an attractive candidate for cancer therapeutics [5–7], with eIF4A specific inhibitors showing promising results in cancer cell lines [8, 9] and mouse models [10–12]. Despite this, it remains unclear how increased eIF4A1 activity can drive the malignant phenotype.

eIF4A1 is thought to function primarily as part of the eIF4F complex, along with the scaffold protein eIF4G and the cap binding protein eIF4E, where it unwinds secondary structure in the 5′UTR of mRNAs [13, 14]. However, the helicase activity of eIF4A is relatively weak compared with other RNA helicases [15], and it may have additional ATPase-dependent but helicase-independent roles, such as remodeling of protein/RNA complexes. Indeed, both human eIF4A1 and yeast eIF4A have been shown to enhance ribosome recruitment onto RNAs lacking secondary structure, implicating a helicase-independent role for eIF4A during translation initiation [16, 17]. Furthermore, while it is clear that eIF4A acts as part of the eIF4F complex, where its helicase activity is dramatically stimulated through its interaction with eIF4B or eIF4H [15], in HeLa cells, levels of eIF4A1 are more than tenfold higher than those of the other core components of the eIF4F complex [18]. Whether excess eIF4A acts as part of the translational machinery or as “free” eIF4A1 is not known, and as such, the consequence of increased levels of eIF4A1 protein, as seen in tumor cells [4], is not clear.

Recent studies have demonstrated that the requirement for eIF4A1 activity is not equal among cellular mRNAs and that those mRNAs that are most translationally repressed following eIF4A inhibition are enriched in transcripts that encode proteins with oncogenic function [4, 11, 19]. As these mRNAs generally possess longer 5′UTRs with increased GC content, it has been presumed that the increased propensity for 5′UTR secondary structures is driving the dependence on eIF4A1. However, predicting secondary structures of mRNAs from sequence alone is highly unreliable, particularly in living cells, as recent studies have shown that in vivo structures can greatly differ from those determined in vitro [20]. For example, the enrichment of a (GGC)_4_ motif in the 5′UTRs of eIF4A1-dependent mRNAs was interpreted as evidence that mRNAs that possess potential 5′UTR G-quadruplex sequences require increased levels of eIF4A1 activity for their translation [11]. However, the prevalence of folded G-quadruplexes within cells remains controversial [21–25]; therefore, the structural determinants of eIF4A dependency remain unclear.

To test the hypothesis that eIF4A-dependent mRNAs have 5′UTR structural features which require increased eIF4A activity for their unwinding, and determine how these mRNAs differ from less sensitive mRNAs, we measured structural changes in RNA in vivo and transcriptome-wide, following eIF4A inhibition with hippuristanol, in a similar approach to that used to study other DEAD-box helicases [26–28]. We used Structure-seq2 [29] to measure the single-strandedness of RNA by specific and rapid methylation of single-stranded adenosines and cytosines with dimethyl sulphate (DMS). Essentially, the more reactive each nucleotide is to DMS, the more confident we can be that it is single-stranded. It should be noted that although single-strandedness can be confidently inferred by DMS reactivity, it is not currently possible to rule out that highly protected regions at least in part arise from protein protection, although protection from eIF4A should be minimal as eIF4A binds the RNA backbone [30], and DMS methylates the Watson-Crick face of adenines and cytosines [31]. We coupled our Structure-seq2 data with polysome profiling so that we could correlate changes in RNA structure with translation. Hippuristanol was used to inhibit eIF4A, as this causes a loss of both its RNA binding and its ATPase activity, by locking the protein in its closed confirmation [32], thereby achieving a loss of function. This is preferable to alternative eIF4A inhibitors, which act in a gain of function manner on a subset of mRNAs, by stimulating the RNA binding and ATPase activity of eIF4A at polypurine rich sequences [33].

Our data show that upon eIF4A inhibition, 5′UTRs are remodeled, with certain regions becoming more structured, while adjacent segments lose structure. eIF4A-dependent mRNAs have greater localized gains of structure, and crucially, these highly structured elements are located predominantly at the 3′ end of 5′UTRs. We propose a model in which increased structure potential just upstream of the coding sequence is the key determinant of preferential expression upon the translational reprogramming which occurs following increased eIF4A levels in malignancy.

## Results

### Measuring eIF4A mediated changes in RNA structure

To determine the effect of eIF4A activity on RNA secondary structure in vivo, we measured the reactivity of cellular RNA to dimethyl sulphate (DMS) following eIF4A inhibition with hippuristanol (hipp) in MCF7 cells (Fig. 1a). In order to primarily inhibit the translation of eIF4A-dependent mRNAs, rather than to completely ablate global translation, MCF7 cells were treated with hipp for 1 h at the IC_50_, as determined by ^35^S protein labeling (Additional file 1: Figure S1A). This causes a large increase in sub-polysomal RNA and a marked reduction in polysomal RNA (Fig. 1b and Additional file 1: Figure S1B-C), consistent with an inhibition of translation initiation.

**Fig. 1:**
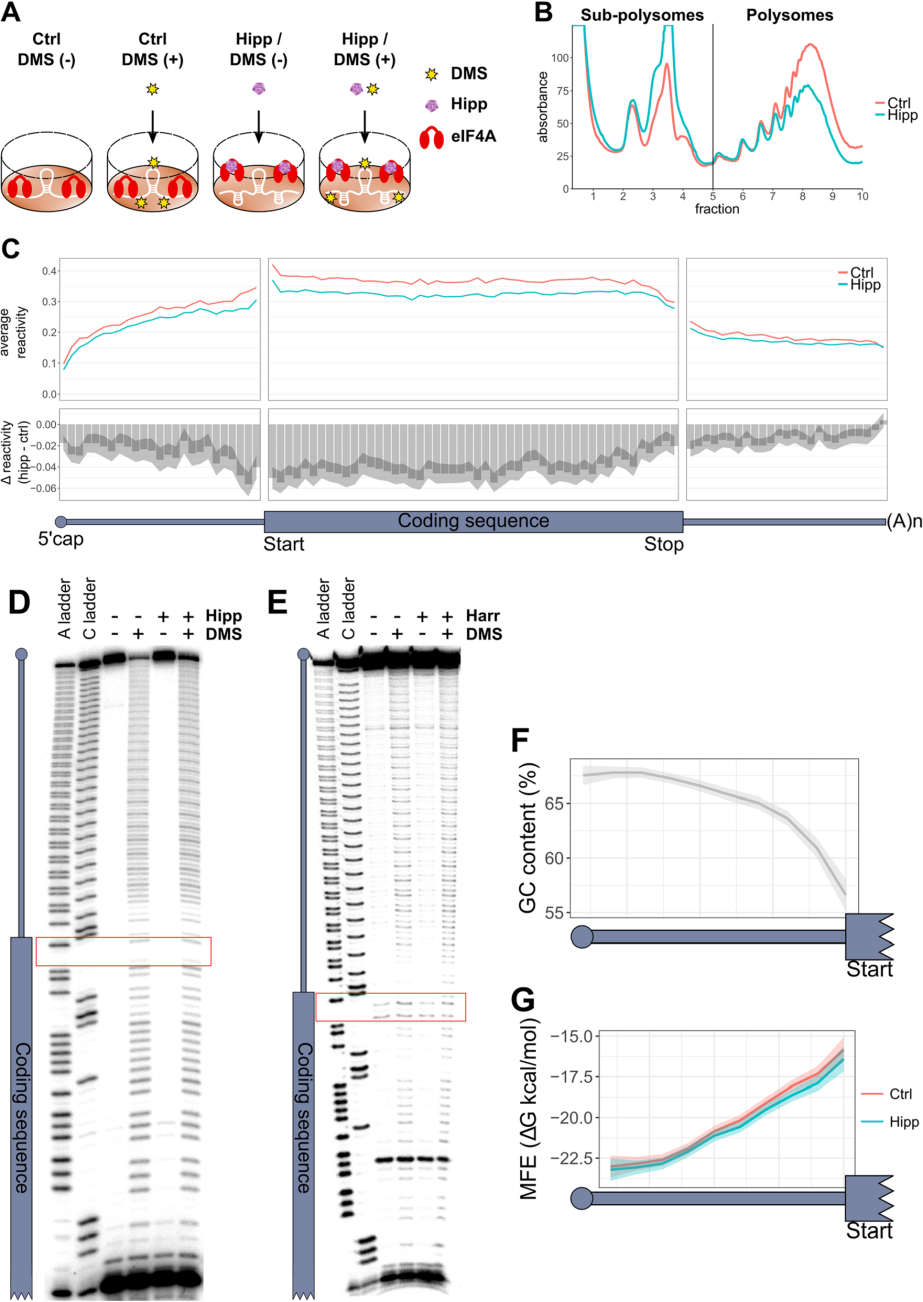
5′UTRs are innately more structured at their 5′ ends. **a** A diagrammatic representation of the experimental design. MCF7 cells were treated for 1 h with or without 150 nM hippuristanol (Hipp), followed by 10-min treatment with or without 50 mM DMS. **b** A representative polysome trace from three biological replicates for control (Ctrl) and hippuristanol (Hipp)-treated cells. See Additional file 1: Figure S1B-C for additional two replicates. **c** The top panel plots the binned average reactivity for control (Ctrl) and hippuristanol (Hipp) samples across the length of the UTRs (25 bins) and coding sequence (50 bins). The bottom panel plots the Δ reactivity, which is calculated by subtracting control from hippuristanol. Therefore, a negative value indicates decreased reactivity and therefore increased structure following hippuristanol treatment, whereas a positive value indicates less structure following hippuristanol treatment. Shaded area represents 95% confidence limits for the difference in means between control and hippuristanol mRNAs within each bin, calculated by a paired two-sided *t* test. All 1266 mRNAs included in the analysis have a 5′UTR, CDS, and 3′UTR at least 100 nt in length; have sufficient coverage and 5′ end coverage; and are the most abundant transcript per gene. **d**, **e** Sequencing gels showing the DMS reactivity of a reporter with an unstructured (CAA)_24_ 5′UTR (see the “Methods” section) with and without either 1 μM hippuristanol (Hipp) or 20 μg/ml harringtonine (Harr) in nuclease untreated rabbit reticulocyte lysate. The gels show the cDNA following reverse transcription using a primer which binds within the coding sequence of the reporter (strong band at the bottom of the gel). Full length product is the band at the top of the gel, and the position of all aborted products is denoted by the diagram of the transcript to the left, with the red boxes highlighting the position of the start codon. **A** and **C** ladders were created exactly as the sample lanes, but with the addition of ddTTP and ddGTP respectively. **f** Mean binned GC content of all 50-nt windows, with a step of 10 nt, within the 5′UTR of all transcripts included in panel **c**. Shaded area represents 95% confidence intervals of the mean. **g** Mean binned minimum free energy (MFE) of all 50-nt windows, with a step of 10 nt, after folding with restraints derived from DMS reactivities under control or hippuristanol conditions, within the 5′UTRs of all transcripts included in panel **c**. Shaded area represents 95% confidence intervals of the mean

As DMS methylates un-paired adenosine and cytosine residues, the accessibility of these nucleotides to DMS can be interpreted as the extent to which they are single-stranded within the cell. After treatment with DMS, under single-hit kinetics (Additional file 1: Figure S1D), RNA is extracted and the sites of DMS modification are identified using reverse transcription with random primers on poly(A) selected mRNA (Additional file 1: Figure S1E). As the sites of DMS methylation are on the Watson-Crick face of adenosine and cytosine residues [31], the reverse transcriptase enzyme stops at these positions. Subsequent library preparation steps using Structure-seq2 methodologies (Additional file 1: Figure S1E) (see the “Methods” section) allow these reverse transcriptase stop sites to be quantified following Illumina next-generation sequencing. DMS untreated samples were prepared in parallel to allow subtraction of non-DMS derived reverse transcriptase stops. The StructureFold2 bioinformatic pipeline [34] was used to calculate DMS reactivity transcriptome-wide (see the “Methods” section). To assess the quality of our libraries, the percentage of each nucleotide responsible for each reverse transcriptase stop was calculated. In DMS (+) samples, this was over 85% adenines and cytosines, but was divided much more evenly across the four nucleobases in the DMS (−) samples (Additional file 1: Figure S1F), with no evidence for any ligation bias (Additional file 1: Figure S1G). Replicate correlation was determined between the three biological repeats for each sample. This ranged from 0.71 to 0.84 for the DMS (−) samples and 0.85 to 0.88 for the DMS (+) samples, across the whole transcriptome (Additional file 1: Figure S2A). To determine a suitable coverage threshold, we plotted the correlation coefficients between replicates for all transcripts after filtering with different coverage thresholds within each replicate (Additional file 1: Figure S2B). We decided that a threshold of one was most suitable, and the correlation matrix table in Additional file 1: Figure S2C shows that transcriptome-wide correlation within each replicate to be above 0.91 for all samples at this coverage threshold. Importantly, control and hipp DMS (−) samples but not the DMS (+) samples were also highly correlated (Additional file 1: Figure S2C), consistent with hipp treatment not leading to any changes in natural reverse transcriptase stops.

Changes in RNA structure following eIF4A inhibition can be inferred by reactivity changes between control and hipp conditions, where decreased reactivity can be interpreted as increased structure and vice versa. In order to confidently measure changes in DMS reactivity, it is essential that the transcriptome used for the bioinformatic pipeline is a true representation of the transcriptome within the cell. This is particularly important given our interest in 5′UTRs and recent findings that true 5′ ends often differ from even manually curated transcripts [35]. We therefore used our sequencing reads to assess the accuracy of 5′ end annotation between manually curated RefSeq transcripts, a transcriptome based on nanoCAGE data from MCF7 cells [35], and a MCF7-specific transcriptome based on long-range sequencing reads from Pacific Biosciences (see the “Methods” section) (Additional file 1: Figure S3A-B). Our analysis showed that the two transcriptomes which were based on sequencing data from MCF7 cells far better reflected the true 5′ ends of our sequencing data, compared to the RefSeq transcriptome. Unsurprisingly, the nanoCAGE data are superior in 5′ end annotation, but as the MCF7-specific transcriptome has sequence information for the whole transcript, we decided to use this transcriptome for our analyses. In addition, we created a 5′ end coverage score to remove transcripts from further analysis if their true 5′ end likely differed from the MCF7-specific transcriptome annotation (Additional file 1: Figure S3B and see the “Methods” section). It should be noted that the 3′ most 125 nt of the 3′UTRs are removed prior to any analysis, due to lack of Structure-seq2 coverage of the 3′ ends of transcripts (Additional file 1: Figure S3C); the remaining region is subsequently referred to as the 3′ region.

### Coding sequences gain in structure more than UTRs following eIF4A inhibition

To assess the changes in RNA structure within the UTRs and CDSs following eIF4A inhibition, we plotted the average reactivity within each region for all transcripts in control and hipp-treated samples (Additional file 1: Figure S4A-C). Interestingly, the biggest difference was seen in the CDS, with the majority of CDSs becoming less reactive to DMS following hipp treatment (Additional file 1: Figure S4B), indicating increased average structure overall. This could implicate a role for eIF4A in unwinding structure within the CDS, but is most likely caused by translational repression leading to reduced ribosome occupancy. Elongating ribosomes are known to unwind RNA secondary structures, and indeed, two recent studies identified a positive correlation between ribosome occupancy and DMS reactivity [36, 37].

There is a statistically significant decrease in the mean average reactivity across all 5′UTRs following hipp treatment, indicating an overall trend to becoming more structured following eIF4A inhibition (Additional file 1: Figure S4A, top panel). However, plotting the change in reactivity of every individual 5′UTR (Additional file 1: Figure S4A, bottom panel) shows that similar numbers of 5′UTRs become more and less structured overall. This is therefore consistent with eIF4A inhibition leading to remodeling of 5′UTR structure rather than increased structure throughout. The decreased reactivity we observe in the 5′UTR is unlikely to be due to 43S accumulation within 5′UTRs, as this would be expected to do the reverse; however, increased reactivity within this region could be explained by paused scanning 43S ribosomal subunits. To further evaluate, we folded 100-nt 5′UTR windows, using the DMS reactivities as structural restraints, and plotted both the minimum and average minimum free energy (MFE), and the maximum and average percentage of base-paired nucleotides (strandedness) for each transcript, from the predicted folds (Additional file 1: Figure S4D-G). Although statistically significant, the differences are very small. This could indicate either very little change in RNA structure following eIF4A inhibition, or refolding of the RNA, so that certain regions become more structured, with adjacent regions becoming less structured, which would not lead to large changes in the MFE.

The mean change in average reactivity was smallest in the 3′UTRs (Additional file 1: Figure S4C top panel), with fewer individual 3′UTRs changing in reactivity following hipp treatment (Additional file 1: Figure S4C bottom panel). As eIF4A is not thought to act within the 3′UTR, it is likely any changes are indirect consequences of general rearrangements in mRNA structure following translational inhibition. We have therefore decided not to focus on these.

To assess localized changes in structure, we calculated the Gini coefficient [20, 38] which is a commonly used measurement of inequality within a set of numbers. A Gini coefficient of one indicates an unequal distribution whereas zero indicates perfect evenness. For example, if a transcript/region had a high Gini coefficient, all the reactivity would be restricted to a small percentage of nucleotides, whereas a low Gini coefficient would indicate evenly shared reactivity among all nucleotides. Overall Gini coefficients increased for the majority of transcripts in both UTRs and the CDS following hipp treatment (Additional file 1: Figure S4H-J). This is consistent with an increase in the stability of localized secondary structures following eIF4A inhibition, which would cause base-paired regions to become less accessible and internal bulges and loops more accessible, resulting in reactivities further towards the extremes of their range.

### 5′UTRs are most structured away from the coding sequence

To visualize reactivity within the transcripts, we plotted the binned reactivity across the length of each UTR and CDS (Fig. 1c) and the reactivity of the first and last 60 nt of each region (Additional file 1: Figure S5A). This showed that 5′UTRs have greater DMS reactivity towards the CDS, i.e., are most structured at their extreme 5′ ends, in both control and hipp conditions. As DMS-sequencing data contains more stops at adenines than cytosines (Additional file 1: Figure S1F) [39, 40], we tested whether this pattern in reactivity was due to differing ratios of adenines to cytosines by plotting the binned reactivity pattern for adenines and cytosines separately (Additional file 1: Figure S5B-C). As the reactivity pattern was present for both nucleotides, this suggests that 5′UTRs become increasingly more accessible to DMS towards the CDS. To test if 5′ end protection is due to structure or to protection by cap-binding cellular machinery, we designed an experiment to measure DMS reactivity within a structure-less 5′UTR (Additional file 1: Figure S5D) in nuclease untreated rabbit reticulocyte lysate, which recapitulates cap-dependent translation [41]. The pattern of reactivity within the 5′UTR was even throughout (Fig. 1d), unlike the reactivity in 5′UTRs globally (Fig. 1c). Furthermore, when we inhibited translation of our reporter mRNA with hipp (Additional file 1: Figure S5E), which would reduce binding of eIF4A and the ribosomal machinery to the reporter mRNA, we saw no change in the reactivity pattern within its 5′UTR (Fig. 1d). We also ruled out the possibility that the ribosome could be protecting from DMS reactivity, by adding harringtonine to this assay. Harringtonine traps the 80S ribosome on the start codon [42]; therefore, if the ribosome could protect from DMS reactivity, we would expect to see increased protection over the start codon following translational repression with harringtonine (Additional file 1: Figure S5F), which we do not observe (Fig. 1e). This supports the interpretation that 5′UTRs are less accessible to DMS at their 5′ ends due to increased structure.

To see if greater structure towards the 5′ end was an innate sequence-driven feature of 5′UTRs, we determined the GC content and MFE of predicted folds for all 50-nt windows, across the length of the 5′UTRs, following a sliding window approach with steps of 10 nt (Fig. 1f, g). This clearly mirrors the pattern we see in reactivity (Fig. 1c), in that 5′UTRs are more GC-rich and structured towards the 5′ end. It therefore seems to be an intrinsic property of 5′UTR sequences to have less structure formation nearer to the CDS, and that this is driven at least in part by GC content.

Although 5′UTRs are more structured at their 5′ ends, it is actually at the 3′ end of 5′UTRs that we see the biggest changes in reactivity following eIF4A inhibition (Fig. 1c and Additional file 1: Figure S5A), indicating that the 5′ ends generally remain structured following eIF4A inhibition while the regions close to the CDS gain in structure the most. This is consistent with a specific inhibition of scanning. An alternative explanation is that increased structure in this region could be due to reduced ribosome occupancy in upstream open reading frames (uORFs). To test this, we made use of global translation initiation sequencing (GTI-seq) data, taken from Lee et al. [43], which maps translation start sites in HEK293 cells. Although these data are from an alternative cell line, no data are currently available for MCF7 cells. Based on these data, we restricted the analysis to only those genes which we can be most confident have no potential for upstream translation initiation, by selecting genes that initiated translation solely from the annotated translation initiation start site (aTIS). If the decreased reactivity at the 3′ end of the 5′UTR following hipp treatment was caused by reduced ribosome occupancy in uORFs, then we would not expect to see this in the aTIS transcripts. As this reduction in reactivity is still observed in these transcripts (Additional file 1: Figure S5G-H), this argues against the increased structure at the 3′ end of the 5′UTRs being caused by reduced ribosome occupancy within uORFs.

The CDS is more reactive across its entire length than both the UTRs (Fig. 1c). This is in agreement with Beaudoin et al. [36] and Mizrahi et al. [37] who claim this is a consequence of ribosome occupancy, leading to the unwinding of CDS secondary structure. Decreased reactivity following hipp treatment is observed across the length of the CDS, but the Δ reactivity diminishes towards the 3′ end (Fig. 1c). If the changes in reactivity in the CDS are being mediated by the elongating ribosome, then this might indicate generally reduced ribosome density towards the 3′ end of CDSs.

### Ribosome occupancy is correlated with DMS reactivity

To investigate the correlation between RNA secondary structure and translation, polysome profiling was carried out in parallel, which quantifies translational efficiency based on the enrichment of mRNA in the polysomal over the sub-polysomal fractions, following separation on a sucrose density gradient (see the “Methods” section). Polysome profiling was chosen over ribosome footprinting as we did not require single-nucleotide resolution of ribosome positioning in the coding sequences of the mRNA, and polysome profiling is a simpler technique that is thought to be more sensitive at identifying less abundant mRNAs with smaller shifts in translation efficiency [44]. 

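MCF7 cells, an established human breast cancer line, were treated for 1 h with 150 nM hipp, an inhibitor of the RNA helicase eIF4A, or with DMSO (0.07%) as the control, and received 100 μg/ml cycloheximide for 5 min before lysis. The sequencing comprised 18 libraries, with 3 biological replicates of polysomal RNA (gradient fractions 6 to 11), sub-polysomal RNA (fractions 1 to 5) and total RNA for each treatment. The authors mapped the reads with Bowtie 1.1.1 to an MCF7-specific transcriptome built from long reads, kept reads that mapped to more than one location, and estimated expression with MMSEQ for 55770 transcripts or for the 16868 genes these collapse to. The deposited value of each gene in each library is the natural log of the FPKM, normalized with the other libraries of the same table, together with its posterior SD. Read counts are not part of these values, so the depth of each library is unknown, and the posterior SD was used as the guide to precision. Its median over the tested genes was 0.0509 to 0.0597 on the log2 scale in the polysomal libraries and 0.0619 to 0.0807 in the sub-polysomal libraries. In the sub-polysomal libraries, 32.3% to 37.8% of the summed FPKM came from the 10 most abundant genes, against 6.19% to 6.96% in the polysomal libraries. For the re-analysis the values were converted to log2 and fitted with limma, over the 12 fraction libraries together and over the 6 total RNA libraries alone. Genes with a mean of at least 1 FPKM were tested, 12670 for the fractions and 12788 for total RNA. TE was the log2 ratio of polysomal to sub-polysomal FPKM, and the effect of hipp on it was tested as the difference of the log-fold changes between the fractions. An FPKM value is relative to the other RNAs of its library, so a fall in the polysomal fraction is a fall relative to the other polysomal mRNAs. Likewise a TE, or a change of it, is relative to that of the other genes. Genes are numbered loci of the long-read transcriptome (PB2015 followed by a number), which the files used here do not pair with gene names.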

The traces acquired during the fractionation for each biological repeat are shown in Fig. 1b and Additional file 1: Figure S1B-C. Fractions 1–5 and 6–11 were each pooled to comprise the sub-polysomal and polysomal RNA respectively, and along with total RNA samples, were analyzed by RNA-Seq (see the “Methods” section).

To test for a correlation between ribosome occupancy and DMS reactivity in the CDS, we selected the top and bottom third of mRNAs, ranked by their translational efficiency (TE) under control conditions (Fig. 2a), and plotted the average reactivity for each region (Fig. 2b–d) and the binned reactivity across the transcript (Fig. 2e). This clearly shows that highly translated mRNAs (high TE group) are significantly more reactive in the CDS compared with translationally repressed mRNAs (low TE group) (Fig. 2c, e), and this is most pronounced towards the 3' end of the CDS. This further supports the findings from Beaudoin et al. [36] and Mizrahi et al. [37], suggesting that the elongating ribosome is responsible for unfolding the mRNA within the CDS.

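Under control conditions 5273 of the 12670 genes tested were enriched in the polysomal over the sub-polysomal fraction and 4530 were enriched in the sub-polysomal fraction (limma, adjusted p under 0.05). FPKM is normalized, so a log2 TE of 0 lies near the typical gene (median 0.09) and does not mean equal amounts in both fractions. The near-even split follows from this scale. When the tested genes were ranked by their mean TE over the 3 control gradients, the low TE group held the 4223 genes at or below a log2 TE of -0.42 and the high TE group the 4223 genes above 0.56, with 4224 genes between them. The median log2 TE of the low TE group was -1.11 ± 0.08 (SD, n = 3 gradients), and that of the high TE group was 1.14 ± 0.03 (SD, n = 3 gradients). Of the high TE genes 4169 were called enriched in polysomes, and of the low TE genes 4097 were called enriched in the sub-polysomal fraction. The groups and the calls rest on the same control libraries, so most of this overlap follows from the ranking. The high TE genes were also the more abundant, with a median of 15.6 FPKM over the fraction libraries against 7 FPKM for the low TE genes. PB2015.10726 was among the genes with the lowest TE, at a log2 TE of -5.37 (SE 0.34, adjusted p = 1.43e-08 from limma), and PB2015.2520 had a log2 TE of -5.28 (SE 0.88, adjusted p = 0.000119 from limma). At the other end, PB2015.10027 had a log2 TE of 5.71 (SE 0.64, adjusted p = 3.3e-06 from limma), a call that was lost with precision weights at a log2 TE of 5.26 (adjusted p = 0.0773 from limma), and PB2015.3487 had a log2 TE of 3.94 (SE 0.78, adjusted p = 0.000501 from limma). The log2 TE of PB2015.3487 was 2.58 without control replicate 2, and its least certain library had a posterior SD of 3.52 on the log2 scale. With a pseudocount of 1 FPKM the log2 TE was 2.62 for PB2015.3487 and -3.33 for PB2015.10726. Without any 1 of the control replicates, 97% to 97.2% of the low TE genes and 96.2% to 97.4% of the high TE genes stayed in their group. The groups here were taken over the tested genes, before the coverage filters that the paper applies to its reactivity data.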

**Fig. 2:**
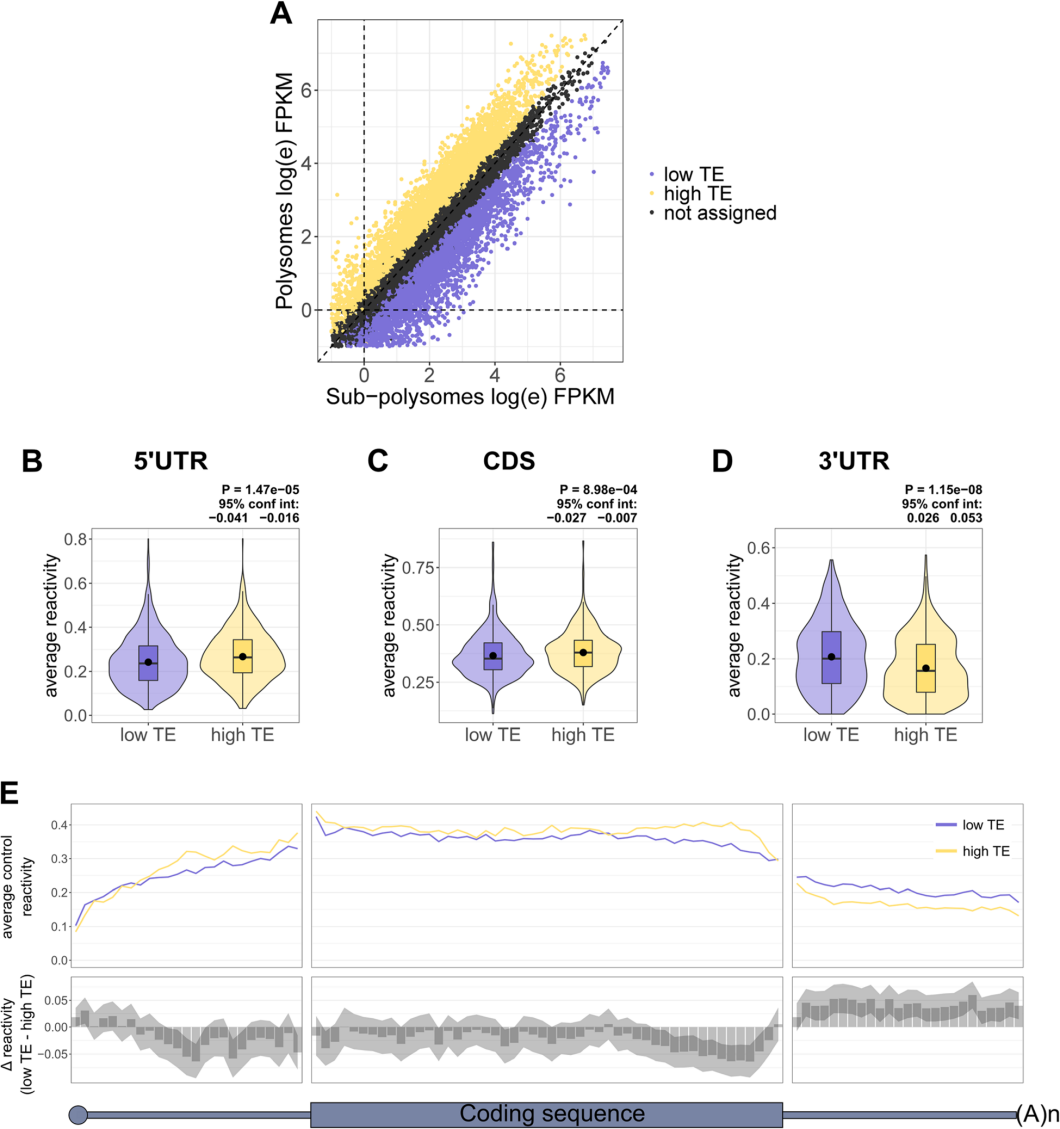
Highly translated mRNAs are more reactive to DMS in the coding region and 3′ end of the 5′UTR. **a** A scatter plot of the log(e) fragments per kilobase million (FPKM) in the sub-polysomal and polysomal fractions, color coded by the top (high TE) and bottom (low TE) third of genes ranked by the translational efficiency (TE), which is calculated as a ratio of polysomal to sub-polysomal RNA. **b**–**d** Violin plots depicting the average reactivity under control conditions in the 5′UTRs, CDSs, and 3′UTRs, for the top and bottom third of mRNAs ranked by TE after filtering by coverage and 5′ end coverage and selecting the most abundant transcript per gene. Violin plots include boxplots, with the mean denoted by a dot. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test. Each group contains 627 mRNAs. **e** Binned average reactivity, under control conditions, for the top and bottom third of mRNAs ranked by TE, after removing mRNAs whose 5′UTR, CDS, or 3′UTR is shorter than 100 nt, filtering by coverage and 5′ end coverage and selecting the most abundant mRNA per gene. There are 422 mRNAs in each group. The top panel plots the binned average reactivity under control conditions for all the low TE and high TE mRNAs, across the length of the UTRs (25 bins) and coding sequence (50 bins). The bottom panel plots the Δ reactivity between the low TE and the high TE group, which is calculated by subtracting the high TE from the low TE; therefore, a negative value indicates increased reactivity and therefore less structure in the high TE group, whereas a positive value indicates more structure in the high TE group. Shaded area represents 95% confidence limits for the difference in means between the two groups of mRNAs within each bin, calculated by an un-paired two-sided *t* test

The average 5′UTR reactivity was also significantly higher in the high TE group compared to the low TE mRNAs (Fig. 2b). Interestingly, it is only within the 3′ half of the 5′UTRs (Fig. 2e), particularly within the last 20 nt (Additional file 1: Figure S6A), that the high TE mRNAs are more reactive, and surprisingly, these mRNAs are less reactive at the extreme 5′ ends of their 5′UTRs (Fig. 2e). To test whether the high TE group is enriched in mRNAs that are initiating translation upstream, we again turned to the GTI-seq data [43] to calculate an upstream translation initiation site (uTIS) score for each gene. This is calculated by dividing the number of reads mapped to upstream start sites by the number of reads mapped to both upstream and the annotated start sites. A score of zero would indicate no upstream initiation, whereas a score of one would indicate initiation only at upstream sites. This analysis showed no significant difference in uTIS scores between the two groups of mRNAs (Additional file 1: Figure S6B), suggesting that reduced structure just upstream of CDSs in highly translated mRNAs is not due to upstream translation initiation.

Interestingly, there is increased reactivity throughout the length of the 3′UTR in the low TE mRNAs, compared to the high TE group, which could reflect altered protein binding based on the translational status of the mRNAs.

### eIF4A-dependent 5′UTRs are not enriched in potential G-quadruplex sequences

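After hipp treatment 854 of the 12670 genes tested had a lower polysomal to sub-polysomal ratio than in control cells, and 97 had a higher one (limma on the difference of the log-fold changes, adjusted p under 0.05). Lower and higher are relative to the other genes. A change of the ratio shared by all genes would not be seen in FPKM. Of the 854 genes, 595 rose relative to the other RNAs in the sub-polysomal fraction, while 461 fell in the polysomal fraction. Both changes were called for 214 genes, the sub-polysomal rise without a polysomal call for 364, and the polysomal fall without a sub-polysomal call for 246. PB2015.3578 fell by 1.70 on the log2 scale in polysomal RNA (SE 0.14, adjusted p = 0.000164 from limma) and was higher by 1.28 in sub-polysomal RNA (SE 0.14, adjusted p = 9.71e-05 from limma). Its log2 TE was -0.31 ± 0.24 (SD, n = 3) in control cells and -3.29 ± 0.35 (SD, n = 3) after hipp. PB2015.10027 had a larger shift of -4.13 (SE 0.91, adjusted p = 0.0162 from limma), but its least certain library had a posterior SD of 6.59 on the log2 scale. With a pseudocount of 1 FPKM the shift was -2.42. The call was lost with precision weights, where the shift was -3.70 (adjusted p = 0.445 from limma). It was also lost without hipp replicate 1, 2 or 3, where the shift was -3.80, -4.19 and -4.41 (adjusted p = 0.0946, 0.0788 and 0.054 from limma). In the authors' deposited table, 728 genes are called eIF4A-dependent and 4587 eIF4A-independent, of which 720 and 4541 were among the genes tested here. The dependent genes included 689 of the 854 genes called lower, where independent lists would share 48.5, although both sets come from the same libraries. None of the 4541 independent genes had a changed ratio by limma, and 0 of them had an unadjusted p under 0.05 for the ratio. These genes were chosen for a low posterior of a changed ratio in the same libraries, so this follows largely from the choice. Over the dependent genes the median log2 TE was 0.69 ± 0.06 (SD, n = 3 gradients) in control cells and -0.04 ± 0.06 (SD, n = 3) after hipp, and over the independent genes it was 0.12 ± 0.01 (SD, n = 3) and 0.12 ± 0.02 (SD, n = 3). These medians describe classes that were defined on the same 12 libraries. The number of genes with a lower ratio was 319, 305 and 454 without hipp replicate 1, 2 or 3 and 539 without control replicate 3. It was 501, with 137 higher, after quantile normalization, and 1305 with precision weights, which also use each gene's variance from the same libraries. With the replicate number as a block it was 1290, with 407 higher, although equal numbers did not pair all libraries by the check used here. The paper takes movement of an mRNA out of the polysomal fraction as translational repression by eIF4A inhibition, and an unchanged ratio as relative insensitivity to it.

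**Figure D1:**
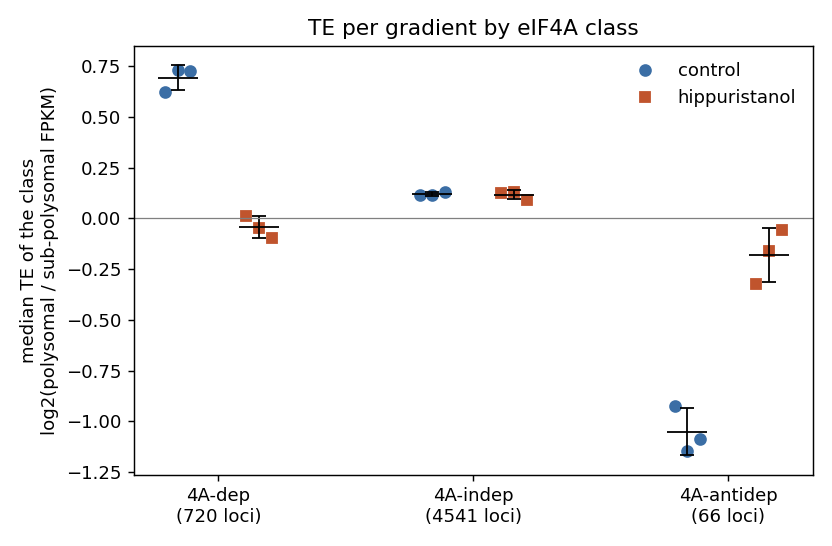
Median TE of each eIF4A class in each gradient, as log2 of the polysomal to sub-polysomal FPKM ratio, for control (circles) and hipp-treated cells (squares). Each point is 1 gradient (3 per treatment), bars give the mean and SD of the 3 gradients, and the numbers under the classes are the genes tested. The 4A-dep median was 0.69 in control cells and -0.04 after hipp, while the 4A-indep median was 0.12 in both.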

To identify mRNAs that are most translationally repressed following eIF4A inhibition and those that are relatively insensitive, we used a Bayesian model to identify mRNAs that with greatest confidence had shifted from the polysomal into the sub-polysomal fraction, following hipp treatment and those mRNAs that did not change in their polysomal to sub-polysomal ratio, which were termed eIF4A-dependent (4A-dep) and eIF4A-independent (4A-indep) mRNAs respectively (Fig. 3a) (see the “Methods” section). The model also identified those mRNAs that had shifted from the sub-polysomal to polysomal fractions, which were termed eIF4A-antidependent mRNAs (Fig. 3a). However, unsurprisingly, given that very few mRNAs are expected to increase their rate of translation following eIF4A inhibition, this group of mRNAs was too small to use for any downstream analysis. 

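In the authors' deposited table 78 genes are called eIF4A-antidependent, and 66 of them were among the genes tested here. Of these, 55 had a higher polysomal to sub-polysomal ratio after hipp, 41 rose in polysomal RNA and 25 fell in sub-polysomal RNA (limma, adjusted p under 0.05). Their median log2 TE was low in control cells, at -1.05 ± 0.12 (SD, n = 3 gradients), and was -0.18 ± 0.14 (SD, n = 3) after hipp. Most of them, 46 of 66, were in the low TE group of control cells. The class was defined on the same libraries, and genes chosen for a rising ratio tend to start low when the control libraries enter both measures, so how much of the low TE comes from this choice is unknown. In total RNA 22 of the 66 also rose (18 under either rescaling of the libraries). They were rarer than the eIF4A-dependent genes, with a median of 5.64 FPKM against 34.7 FPKM. PB2015.13074 had a shift of 1.75 on the log2 scale (SE 0.35, adjusted p = 0.00977 from limma), a call that was lost without hipp replicate 1 at a shift of 1.65 (adjusted p = 0.0687). PB2015.7653 had a shift of 4.64 (SE 0.95, adjusted p = 0.0112 from limma), a call that was lost without control replicate 3 at a shift of 4.39 (adjusted p = 0.0572), without hipp replicate 2 at 4.36 (adjusted p = 0.0665), and with a pseudocount of 1 FPKM, where the shift was 2.37 (adjusted p = 0.0669). Without hipp replicate 3 it did not pass the filter of 1 FPKM and was not tested. Its posterior SD was 1.02 at the median over the fraction libraries and 2.72 at most, on the log2 scale. It also rose in total RNA. Over all the genes tested, the 97 with a higher ratio became 344 with precision weights, 44 without control replicate 3 and 18, 17 and 26 without hipp replicate 1, 2 or 3. They became 407 with the replicate number as a block and 482 with a block per gradient, although equal numbers did not pair all libraries by the check used here. The precision weights also use each gene's variance from the same libraries, so the 344 is no evidence of more changed genes.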

To test for overlap between previously published eIF4A-dependent mRNAs, we plotted a Venn diagram containing the hipp-sensitive mRNAs from Iwasaki et al. [33], using ribosome footprinting following 1 μM hipp treatment in HEK293 cells and the eIF4A1-dependent mRNAs identified by Modelska et al. [4], using polysome profiling following knock-down of eIF4A1 with siRNA (Additional file 1: Figure S7A). We found a better overlap with the eIF4A1-dependent mRNAs identified by Modelska et al. (we identified 33.7% of the eIF4A1-dependent mRNAs from this study), than with the hipp-sensitive mRNAs identified by Iwasaki et al. (we identified 17.3% of the hipp-sensitive mRNAs from this study), suggesting that the use of the same cell line and technique leads to a higher overlap than a similar approach to eIF4A inhibition.

**Fig. 3:**
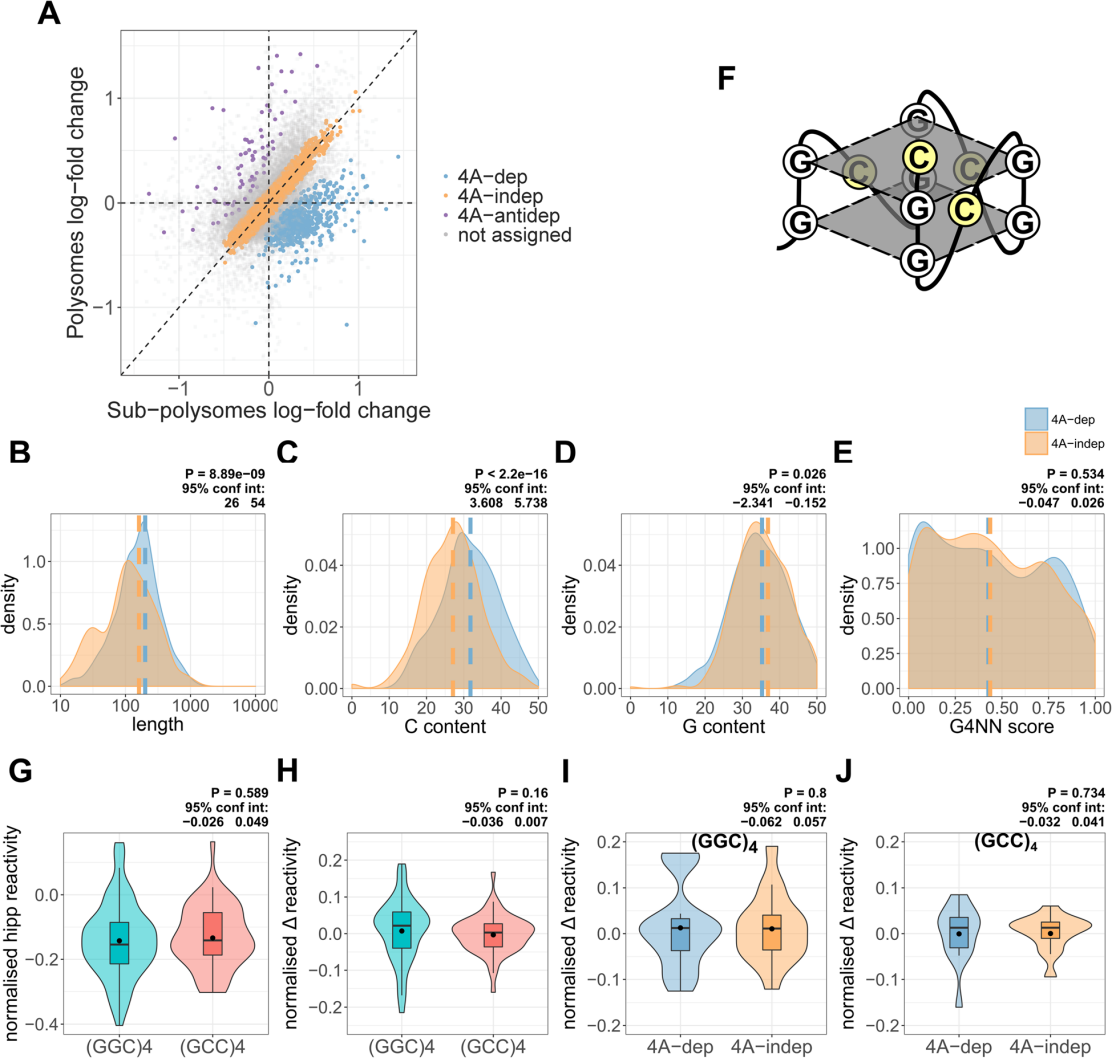
eIF4A-dependent mRNAs are not enriched in G-quadruplexes. **a** A scatter plot depicting the log-fold change in expression between hippuristanol and control, in the polysomal and sub-polysomal fractions, for all 16,868 genes in the MCF7-specific transcriptome. A negative log-fold change indicates reduced expression following hippuristanol treatment and vice versa. The plot is color coded by those mRNAs identified as either eIF4A-dependent (4A-dep) (728), eIF4A-independent (4A-indep) (4587), or eIF4A-antidependent (4A-antidep) (78) or those that were not assigned to each category (see the “Methods” section). **b**–**e** Density plots, showing 5′UTR length, C content, G content, and G4NN scores (see the “Methods” section) for 4A-dep and 4A-indep mRNAs. For those mRNAs which we were able to determine the UTR boundaries (see the “Methods” section), the most abundant transcript per gene was selected. An equal group size of 4A-indep mRNAs was created by selecting the mRNAs with the lowest posterior probability, i.e., those which with most confidence are 4A-indep. This resulted in 441 mRNAs per group. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test. **f** A diagrammatic representation of a (GGC)_4_ sequence folded into a G-quadruplex, with the cytosine residues highlighted in yellow, indicating their accessibility to DMS. **g** Normalized average reactivity of all (GGC)_4_ and (GCC)_4_ motifs within 5′UTRs. One motif per 5′UTR was randomly selected, which resulted in 91 (GGC)_4_ and 54 (GCC)_4_ motifs. The reactivity of the motif was normalized by subtracting the average reactivity for the corresponding 5′UTR. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test. **h** Normalized average Δ reactivity of the (GGC)_4_ and (GCC)_4_ motifs from panel G. The Δ reactivity of the motif was normalized by subtracting the average Δ reactivity for the corresponding 5′UTR. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test. **i**, **j** Normalized Δ reactivity of (GGC)_4_ and (GCC)_4_ motifs, compared between 4A-dep and an equal-sized group of 4A-indep mRNAs. There are 16 (GGC)_4_ and 15 (GCC)_4_ motifs in each group. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test

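Of the 720 eIF4A-dependent genes tested, 519 rose and none fell in sub-polysomal RNA (limma, adjusted p under 0.05, with 13 log2 fold changes below 0 and 1 called lower under either rescaling), while 399 fell and 13 rose in polysomal RNA. Their median log2 fold change was 0.43 (quartiles 0.25 and 0.63) in sub-polysomal RNA and -0.28 (quartiles -0.38 and -0.16) in polysomal RNA. These medians were 0.39 and -0.30 with each library centred on its median, and 0.36 and -0.23 after quantile normalization. The class was defined on the same libraries, and the difference in size between the fractions was not tested. Total RNA of the same genes had a median log2 fold change of -0.11, with 193 genes lower and 36 higher (366 and 28 with each library centred on its median, 306 and 30 after quantile normalization, and 332 and 63 with the replicate number as a block). Of the 4541 eIF4A-independent genes tested, 454 fell in both fractions and 339 rose in both. In total RNA 446 of them fell and 674 rose, a balance that turned with median centring (1031 and 553), quantile normalization (937 and 590) and the replicate block (1023 and 971). The eIF4A-dependent genes were also the more abundant, with a median of 34.7 FPKM over the fraction libraries against 11.7 FPKM for the eIF4A-independent genes. The genes assigned to no class had a median of 8.14 FPKM. Whether abundant genes are more easily called dependent was not tested. Over all genes tested, 2482 fell and 2226 rose in polysomal RNA and 1477 fell and 2001 rose in sub-polysomal RNA, with medians over all genes of -0.12 and -0.01 on the log2 scale. These balances depended on the scaling, with 1908 sub-polysomal falls and 1750 rises with each library centred on its median, and 2195 sub-polysomal falls and 1991 rises and 1854 polysomal falls and 2044 rises after quantile normalization. The polysomal falls numbered 1017 without control replicate 2 and 1072, 1425 and 842 without hipp replicate 1, 2 or 3, fewer in each case than the rises, which numbered 1584, 1501, 1705 and 1080. The sub-polysomal falls numbered 845 without control replicate 2 and 523 and 677 without hipp replicate 1 or 2, and the sub-polysomal rises numbered 966 and 1207 without those same hipp replicates.

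**Figure D2:**
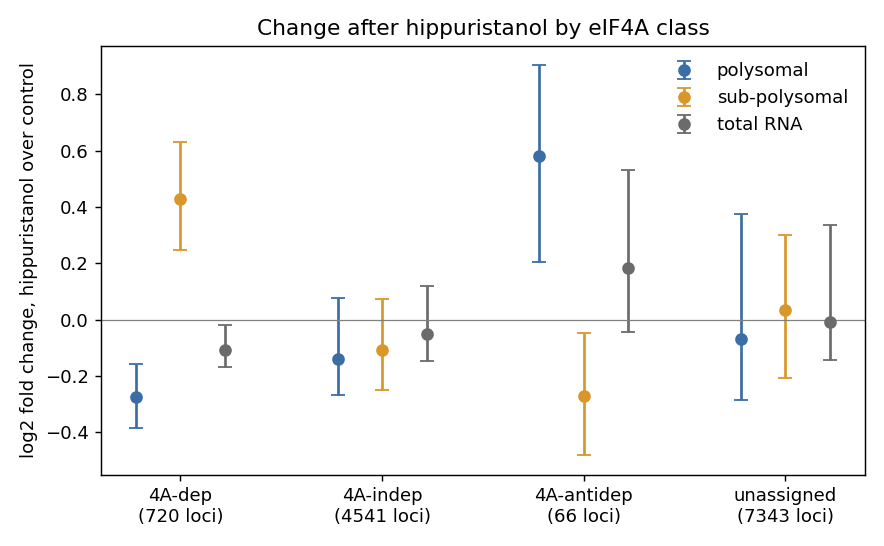
Log2 fold change of hipp over control in polysomal, sub-polysomal and total RNA for each eIF4A class. Points are medians over genes and bars are quartiles, and the numbers under the classes are the genes tested in the fractions. The 4A-dep genes had a median of 0.43 in sub-polysomal RNA and -0.28 in polysomal RNA.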

As previous studies have shown that 4A-dep mRNAs have longer more GC rich 5′UTRs than 4A-indep mRNAs [4, 11, 19], we again looked at these properties in our groups of transcripts. Indeed, both 5′UTR length (Fig. 3b) and C content (Fig. 3c), but not G content (Fig. 3d) are increased in 4A-dep mRNAs. It is interesting that G content is not increased, given that the enrichment of a (GGC)_4_ motif in the 5′UTRs of 4A-dep mRNAs had previously been interpreted as implicating eIF4A activity in unwinding G-quadruplexes [11]. To test specifically for an enrichment of G-quadruplex sequences, we used G4RNA screener [45] to predict the likelihood of G-quadruplex folding within the 5′UTRs of these groups of mRNAs. This showed no significant enrichment of potential G-quadruplex sequences in 4A-dep mRNAs compared to 4A-indep mRNAs (Fig. 3e).

The cytosines within a (GGC)_4_ motif that has folded into a G-quadruplex would be within the loop position of the quadruplex (Fig. 3f). We therefore reasoned that the reactivity of these cytosines to DMS should be higher when these sequences are folded into a G-quadruplex than when folded into canonical Watson-Crick based structures, due to increased accessibility, as is seen with the SHAPE reagent NAI [23, 46]. To further evaluate whether 5′UTR (GGC)_4_ sequences were likely folded into G-quadruplexes following eIF4A inhibition in cells, we plotted the normalized reactivity of (GGC)_4_ motifs under hipp conditions. We compared this normalized reactivity to the reverse complement (GCC)_4_ sequence, which has no G-quadruplex folding potential. To normalize the reactivity of each motif, we subtracted the average reactivity of the whole 5′UTR from the average reactivity of the motif. There was no significant difference in normalized reactivity between (GGC)_4_ and (GCC)_4_ motifs (Fig. 3g), further supporting that these (GGC)_4_ motifs fold into canonical Watson-Crick based structures rather than G-quadruplexes [24]. To assess for changes in reactivity following eIF4A inhibition, we compared the Δ reactivity, again normalized to the average Δ reactivity of the whole 5′UTR, which was also not significantly different between the (GGC)_4_ and (GCC)_4_ motifs (Fig. 3h). Finally, as it may be possible that the (GGC)_4_ sequences are folded into G-quadruplexes only in 4A-dep mRNAs, we compared the normalized Δ reactivity between 4A-dep and 4A-indep mRNAs for the (GGC)_4_ (Fig. 3i) and (GCC)_4_ (Fig. 3j) motifs and there was no significant difference between the two groups of mRNAs for either motif. Taken together, these data suggest that enrichment of (GGC)_4_ motifs in 4A-dep mRNAs is not due to their potential to fold into G-quadruplexes.

### Increased structure just upstream of the coding sequences following hippuristanol treatment is most pronounced in eIF4A-dependent mRNAs

To compare RNA structural changes in 4A-dep and 4A-indep mRNAs following eIF4A inhibition, we plotted the average Δ reactivities of these groups of transcripts (Fig. 4a–c). To our surprise, there was no significant difference in the Δ reactivity between 4A-dep and 4A-indep 5′UTRs (Fig. 4a). There was also no significant difference in the change in MFE and strandedness of folded 5′UTRs following hipp treatment, between 4A-dep and 4A-indep mRNAs (Additional file 1: Figure S7B-C). There is a small, yet statistically significant difference in the average Δ reactivity between 4A-dep and 4A-indep CDSs (Fig. 4b) but not 3′UTRs (Fig. 4c).

**Fig. 4:**
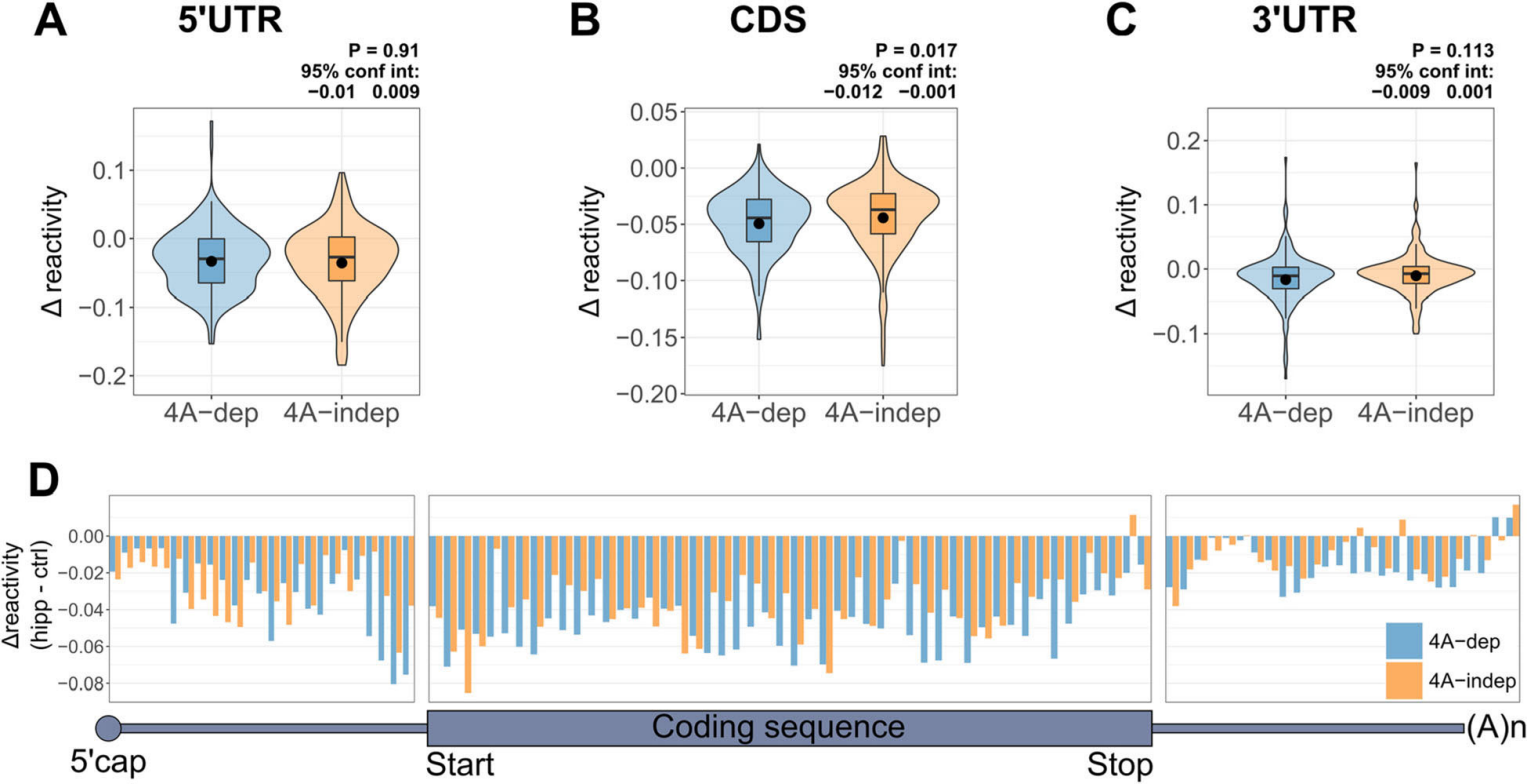
eIF4A-dependent mRNAs become more structured than eIF4A-independent mRNAs at the 3′ end of the 5′UTR. **a**–**c** Violin plots for the average Δ reactivity in the 5′UTR, CDS, and 3′UTR for eIF4A-dependent (4A-dep) and independent transcripts (4A-indep). Transcripts were filtered by coverage and 5′ end coverage and the most abundant transcript per gene was selected, resulting in 192 4A-dep mRNAs. To ensure equal group sizes, of the 663 4A-indep transcripts, the 192 transcripts with the lowest posterior probability were selected, i.e., the 192 mRNAs that with greatest confidence are 4A-indep. Violin plots include boxplots, with the mean denoted by a dot. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test. **d** Binned Δ reactivity for all 4A-dep (blue) and 4A-indep (orange) mRNAs across the length of the UTRs (25 bins) and coding sequence (50 bins). Negative values indicate increased structure following hippuristanol treatment, whereas positive values indicate decreased structure. Only those mRNAs from panels **a**–**c** whose 5′UTR, CDS, and 3′UTR are at least 100 nt were included, resulting in 147 4A-dep mRNAs and an equal group size of 4A-indep mRNAs

As the largest structural changes in the 5′UTR are occurring close to the CDS, we next plotted the binned Δ reactivity across the transcript for our 4A-dep and 4A-indep mRNAs (Fig. 4d). This clearly shows that following hipp treatment, 4A-dep mRNAs gain in structure the most just upstream of the CDS and that this is the region in which we see the biggest difference in Δ reactivity between 4A-dep and 4A-indep mRNAs. Upon examination of the final 60 nt of the 5′UTR, it seems that the biggest differences in Δ reactivity between the 4A-dep and 4A-indep mRNAs are within the last 20 nt of the 5′UTR (Additional file 1: Figure S7D). Interestingly, this is the same region wherein the translationally repressed mRNAs are more structured than the efficiently translated mRNAs under control conditions (Additional file 1: Figure S6A), suggesting that increased structure within this region following eIF4A inhibition is most inhibitory to translation. There was no significant difference in uTIS scores between 4A-dep and 4A-indep mRNAs (Additional file 1: Figure S7E), or between the high-sensitivity (4A-dep) and low-sensitivity (4A-indep) mRNAs from Iwasaki et al. [33], following hipp treatment in HEK293 cells (Additional file 1: Figure S7F). These results indicate no enrichment of upstream translation in 4A-dep mRNAs, eliminating the possibility that the increased structure just upstream of the CDS in 4A-dep mRNAs is due to reduced ribosome occupancy in uORFs.

On balance, we interpret these findings as evidence that the region immediately upstream of the start codon confers eIF4A dependence upon mRNAs for their efficient translation. If these mRNAs were refolding due to translational inactivity when eIF4A is inhibited, resulting in reduced binding of the 48S initiation complex at the start codon, then we would also expect 4A-dep mRNAs to gain more structure than 4A-indep mRNAs immediately downstream of the start codon within the CDS, which is not observed (Additional file 1: Figure S7D).

### eIF4A-dependent 5′UTRs gain in localized structure more than eIF4A-independent 5′UTRs upon hippuristanol treatment

To identify the regions that changed in DMS reactivity the most within each 5′UTR, we carried out a sliding window analysis. This approach measures the Δ reactivity of every possible sequence of a given length (Fig. 5a) and identifies the window with the biggest decrease or increase in reactivity per transcript. Figure 5b and c show the Δ reactivities of these windows within 4A-dep and 4A-indep 5′UTRs, with varying window sizes. Interestingly, the Δ reactivity of the windows that decrease in reactivity the most in the presence of hipp is more negative for 4A-dep mRNAs, suggesting that these 5′UTRs gain more in localized structure following eIF4A inhibition. Furthermore, this difference is most statistically significant with windows of 15 nt (Fig. 5b), indicating perhaps the optimal length of secondary structure which eIF4A can efficiently unwind within the 5′UTRs of cellular mRNAs. Interestingly, this is in rough agreement with the hairpin size with which eIF4A has been shown to efficiently unwind in vitro [47], and also the translocation step size of eIF4A in single molecule experiments [48]. The Δ reactivity of the windows that are increasing in reactivity the most, i.e., losing structure with eIF4A inhibition, mirrors the pattern we see for the windows that decrease in reactivity, in that they are increasing in reactivity more for 4A-dep 5′UTRs (Fig. 5c). This explains why there is no difference in the average Δ reactivity across the whole 5′UTR between 4A-dep and 4A-indep 5′UTRs, as certain regions gain in structure, but adjacent regions lose structure. This suggests that following eIF4A inhibition, 5′UTRs are remodeled, undergoing local gains and losses in structure that tend to balance out, rather than gaining in structure throughout. 4A-dep mRNAs are seen to contain more stable localized secondary structures than 4A-indep mRNAs, and we propose that it is these small localized elements that are inhibitory to scanning.

**Fig. 5:**
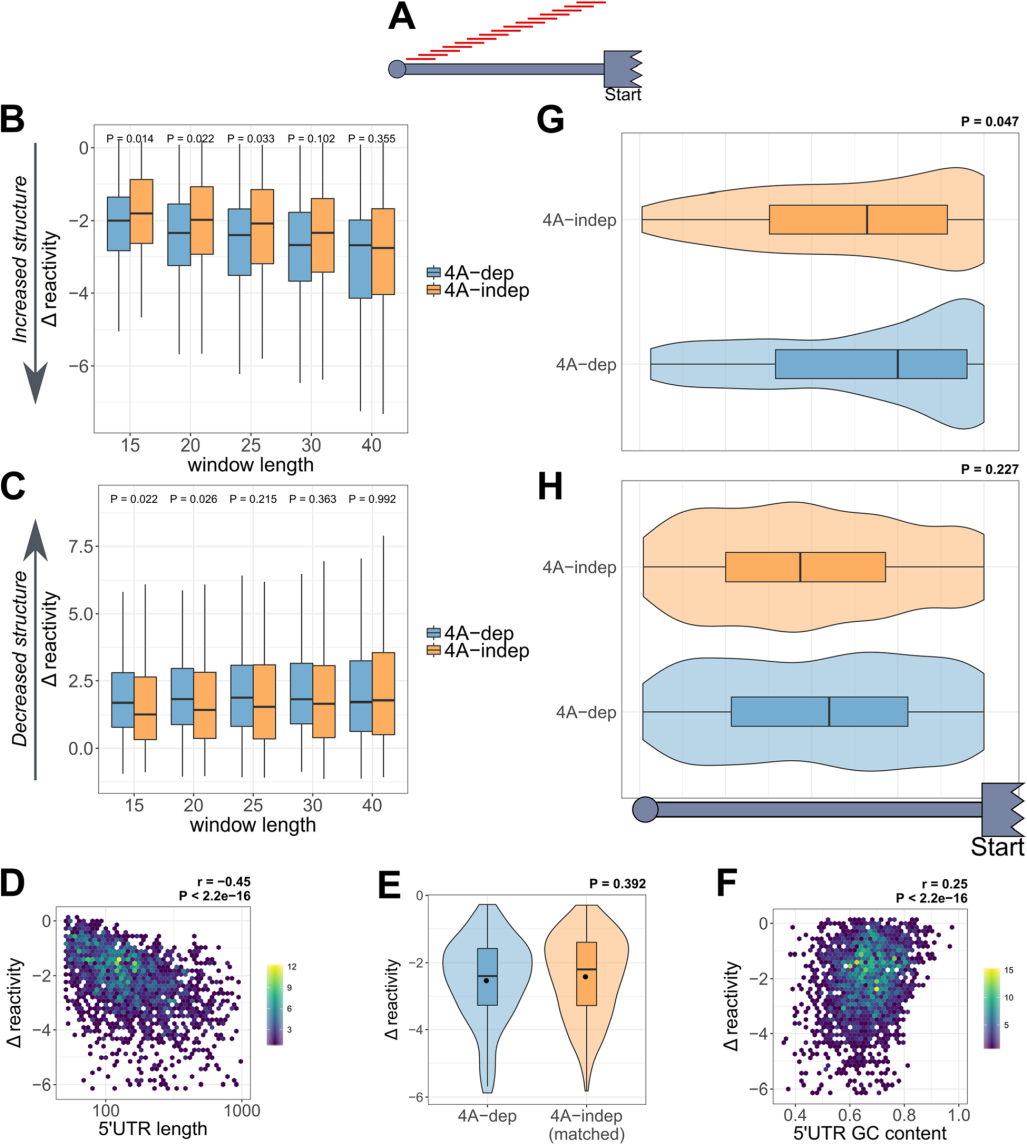
Increased length of eIF4A-dependent 5′UTRs drives increased localized structure potential, which confers increased dependency on eIF4A activity when positioned close to the coding sequence. **a** Diagrammatic representation of the sliding window approach used in this figure. First, the Δ reactivity is calculated for every possible window, after setting the width of the window and the step. Then, these windows can be filtered by certain criteria. **b**, **c** Boxplots depicting the Δ reactivity of the windows with the **b** biggest decrease or **c** biggest increase Δ reactivity per 5′UTR for eIF4A-dependent (4A-dep) and eIF4A-independent (4A-indep) mRNAs with different sized windows. *P* values were calculated by an un-paired, two-sided Wilcoxon test, without correcting for multiple comparisons. **d** Density scatter plot depicting the correlation between the Δ reactivity of each 20-nt window which gained in structure the most per transcript against its 5′UTR length. *P* value and the *r* correlation coefficient were calculated by a Pearson correlation test. The number of transcripts within each hexagon is denoted in the legend. **e** Δ reactivity of the 20-nt windows with the biggest decrease in Δ reactivity per 5′UTR for 4A-dep and a 4A-indep group that is matched by 5′UTR length. *P* value is calculated by an unpaired two-sided Wilcoxon test. **f** Density scatter plot depicting the correlation between the Δ reactivity of each 20-nt window which gained in structure the most per transcript against its GC content. *P* value and the *r* correlation coefficient were calculated by a Pearson correlation test. The number of transcripts within each hexagon is denoted in the legend. **g**, **h** Violin plots showing the binned positions within the 5′UTRs of the 20-nt windows which **g** increase in structure the most per 5′UTR, and **h** decrease in structure the most per 5′UTR for 4A-dep and 4A-indep mRNAs. *P* value is calculated by an un-paired, two-sided Wilcoxon test

### Increased length of eIF4A-dependent 5′UTRs drives increased localized structure potential

One possible explanation for eIF4A-dependent 5′UTRs gaining more in localized structure could be that 4A-dep 5′UTRs are longer (Fig. 3b), therefore increasing the number of potential intra-molecular RNA interactions and as a result the likelihood of stable local secondary structures forming. We therefore tested for a correlation between the extent of localized gains in structure and 5′UTR length by plotting the most negative Δ reactivity per transcript against its 5′UTR length. Figure 5d shows that there is indeed a strong negative correlation, indicating that the longer the 5′UTR, the more likely it is to have a region that gains in stable secondary structure. To evaluate whether the increased localized structure in 4A-dep 5′UTRs is caused by their increased length, we created a 4A-indep group that was matched by 5′UTR length. Interestingly, there was no significant difference in Δ reactivity between this matched 4A-indep group and 4A-dep mRNAs (Fig. 5e), suggesting that 4A-dep mRNAs gain in localized secondary more than 4A-indep mRNAs because of increased 5′UTR length, which likely explains why 4A-dep mRNAs possess longer 5′UTRs. There was not a strong correlation between 5′UTR GC content and increased localized structure (Fig. 5f).

To assess for any sequence specificity within the regions that are gaining the most in structure following hipp treatment, we carried out motif discovery using MEME [49] on the 20-nt windows that decrease in reactivity the most. However, this did not generate any significantly enriched motifs.

### Localized structures confer increased eIF4A dependence only when positioned at the 3′ end of the 5′UTR

The sliding window analysis suggests that 4A-dep mRNAs have increased localized secondary structure compared to 4A-indep RNAs, and that this is at least partially explained by their having longer 5′UTRs. However, there remain many 4A-indep mRNAs with long 5′UTRs, which also increase in localized secondary structure to a similar extent following eIF4A inhibition (Fig. 5e). We therefore sought to address why these mRNAs remain insensitive to eIF4A inhibition. We hypothesized that, based on the pattern of reactivity changes shown in Fig. 4d, the position of these localized gains in 5′UTR structure is important in determining sensitivity to eIF4A inhibition. We therefore plotted the relative positions of these windows within the 5′UTRs of 4A-dep mRNAs and the 4A-indep group which has been matched by 5′UTR length, which we know have similar average Δ reactivities (Fig. 5e). For 4A-dep mRNAs, we see a much stronger bias in the position of these windows towards the 3′ end of the 5′UTR than in 4A-indep mRNAs (Fig. 5g), whereas importantly for the windows that lose structure, there is no positional bias for either the 4A-dep or 4A-indep mRNAs (Fig. 5h). This therefore suggests that increased structure just upstream of the CDS is most inhibitory to translation following eIF4A inhibition.

As our findings till now have relied on averaged reactivities between the three replicates, the information within the biological variation is lost. We therefore sought to validate our findings using the dStruct package [50], which identifies differentially reactive regions that differ more in their pattern of reactivity between control and treated samples, than between replicates. As dStruct takes variability between replicates into account, we reduced the coverage threshold to include all transcripts with a combined coverage more than one for all replicates in each condition, thereby including less abundant transcripts into the analysis. We used whole transcripts, rather than spliced regions, so that dStruct could also identify windows that overlap UTR/CDS boundaries. dStruct first identifies windows that appear more similar within replicates than conditions, before applying the Wilcoxon signed-rank test, controlling for false discovery rates (FDRs) using the Benjamini-Hochberg procedure [50]. The FDRs are shown in Additional file 1: Figure S8A, and we used a cutoff of 0.25, which identified 27,396 differentially reactive windows within 4087 transcripts. We then assigned each window into one of five groups, depending on whether they were in the 5′UTR, CDS, or 3′UTR or whether they overlapped either UTR/CDS junction. The lengths of the windows from each group are shown in Additional file 1: Figure S8B. This is in agreement with the optimal length of the windows with the biggest decrease in reactivity from the sliding window analysis in Fig. 5b, in that the most common window length is 15 nt and the median is 21 nt in the 5′UTR. The reactivities under control and hipp conditions for all windows are shown in Fig. 6a, and the Δ reactivities of those windows in 4A-dep and 4A-indep mRNAs are shown in Fig. 6b. The reactivity of the windows in the 3′UTRs and the 3′UTR/CDS junction are changing the most, with a relatively large increase in reactivity following eIF4A inhibition (Fig. 6a). This could indicate reduced protein binding following translational repression with hipp. We also see a slight, yet statistically significant increase in the reactivity of the differentially reactive windows in the 5′UTR and CDS (Fig. 6a). This is slightly surprising given that the average reactivity across the entire lengths of these regions is decreasing following hipp treatment (Additional file 1: Figure S4A-C). This therefore suggests that while overall, reactivity is decreasing in these regions, the average reactivity in the differentially reactive windows is actually increasing. Crucially however, when we compare the Δ reactivity between the differentially reactive windows within the 5′UTRs of 4A-dep and 4A-indep mRNAs, the majority of the windows from 4A-dep 5′UTRs are decreasing in reactivity following hipp treatment and these are significantly more negative than those windows from 4A-indep 5′UTRs, which is not seen in any of the other regions (Fig. 6b). The larger decrease in reactivity observed in 4A-dep 5′UTRs following eIF4A inhibition suggests that these differentially reactive windows are gaining in structure more in the 5′UTRs of 4A-dep mRNAs compared to 4A-indep mRNAs.

**Fig. 6:**
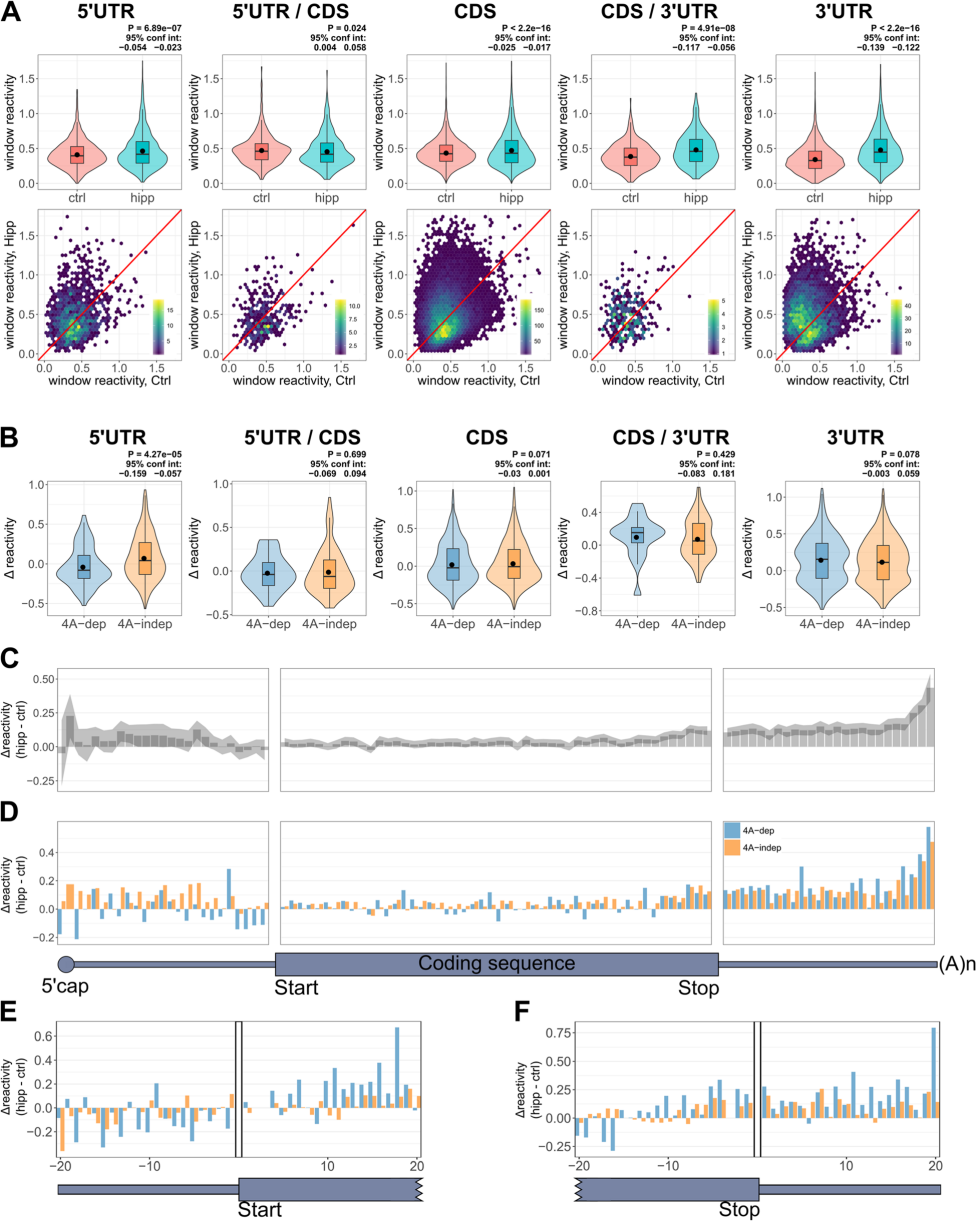
Differentially reactive windows gain in structure in 4A-dep 5′UTRs more than in 4A-indep 5′UTRs. **a** Violin and density scatter plots depicting the average reactivity under control and hippuristanol conditions within all 27,396 windows identified by dStruct with an FDR less than 0.25. There are 1467 windows in the 5′UTRs, 372 windows overlapping the 5′UTR/CDS junction, 19,269 windows in the CDS, 331 windows overlapping the CDS/3′UTR junction and 5957 windows in the 3′UTR. Violin plots include boxplots, with the mean denoted by a dot. *P* values and 95% confidence intervals were calculated using a paired, two-sided Wilcoxon test. **b** Violin plots depicting the Δ reactivities of all windows in 4A-dep and 4A-indep mRNAs. There are 87 and 379 windows in 4A-dep and 4A-indep 5′UTRs respectively, 37 and 125 in 4A-dep and 4A-indep 5′UTR/CDS junctions respectively, 292 and 1508 in 4A-dep and 4A-indep CDSs respectively, 19 and 115 in 4A-dep and 4A-indep CDS/3′UTR junctions respectively and 183 and 924 in 4A-dep and 4A-indep 3′UTRs respectively. *P* values and 95% confidence intervals were calculated using an un-paired, two-sided Wilcoxon test. **c**, **d** Binned average Δ reactivity of **c** all dStruct windows and **d** all windows in 4A-dep and 4A-indep mRNAs. Shaded area in **c** represents 95% confidence limits for the difference in means between control and hippuristanol mRNAs within each bin, calculated by a paired two-sided *t* test. **e**, **f** Average Δ reactivity for each nucleotide either side of **e** the 5′UTR/CDS junction and **f** the CDS/3′UTR junction, for all windows spanning these junctions in 4A-dep and 4A-indep mRNAs

To determine whether this analysis also indicated increased structure following eIF4A inhibition at the 3′ end of 5′UTRs, we binned all the windows across the length of the transcript (Fig. 6c) and also just those windows from 4A-dep and 4A-indep mRNAs (Fig. 6d). Crucially, we again see that the biggest difference between 4A-dep and 4A-indep mRNAs to be just upstream of the coding region, with 4A-dep mRNAs gaining more in structure in this region (Fig. 6d). We should note however that we now also see a difference between these mRNAs at the very 5′ of the 5′UTR, which we did not see in our prior analysis (Fig. 4d), which could also indicate increased unwinding of secondary structure by eIF4A in cap proximal regions.

One alternative explanation for our data is that we see increased structure following hippuristanol treatment just upstream of the coding region more in 4A-dep mRNAs, due to reduced ribosome occupancy over the translation start site, during the transition of the 48S initiation complex into the elongation competent 80S complex. However, if this was true, we would also expect there to be increased structure immediately downstream of the start site, which we do not see (Additional file 1: Figure S7D). To confirm this finding, we plotted the Δ reactivity of all dStruct windows that overlap the 5′UTR/CDS junction (Fig. 6e). Again we observe decreased reactivity in 4A-dep transcripts compared to 4A-indep just prior to the start site, but actually increased reactivity just downstream of the start site, supporting our previous conclusions. There was no obvious difference in reactivity patterns between 4A-dep and 4A-indep mRNAs at the CDS/3′UTR junction (Fig. 6f).

We again used MEME [49] to search for any enriched sequences in the windows identified by dStruct in the 5′UTRs of 4A-dep mRNAs, but this did not return any enriched motifs.

The above findings therefore support the following conclusions. Firstly, following eIF4A inhibition, 5′UTRs are remodeled, gaining structure in certain regions and losing it elsewhere. The extent to which 5′UTRs are remodeled is strongly affected by 5′UTR length, with longer 5′UTRs gaining more in localized structure (Fig. 5d). This likely explains why 4A-dep 5′UTRs tend to be longer (Fig. 3b), as this will increase the likelihood of stable localized structure formation. However, increased localized structure alone does not seem to accurately predict eIF4A-dependency as a 5′UTR length-matched 4A-indep group of mRNAs gained in local structure to a similar extent as 4A-dep messages (Fig. 5e). Crucially, in 4A-dep mRNAs, these influential highly structured elements are located predominantly at the 3′ end of the 5′UTR (Figs. 4d and 6d and Additional file 1: Figure S7D). Fitting with our findings that translationally repressed mRNAs are more structured in this region under control conditions (Fig. 2e) and that 5′UTRs are generally more structured at their 5′ ends (Fig. 1c), i.e., away from the CDS, it is therefore those mRNAs that gain the most structure just upstream of the coding region following eIF4A inhibition that are the most translationally repressed.

## Discussion

It is widely accepted that eIF4A is required for both ribosome recruitment and scanning, and it has been assumed that this requirement is due to the helicase activity of eIF4A [13, 14]. Attempts to understand how eIF4A and secondary structure dictate translation efficiency have been limited to single 5′UTR examples [51–54], and these investigations have focused on cap-proximal structures, due in part to eIF4A being a component of the cap binding complex eIF4F. Recent studies in both yeast and mammalian systems have shown that eIF4A enhances ribosome recruitment regardless of RNA structural complexity [16, 17]. This could explain why in yeast, eIF4A is thought to be required globally for the translation of all cellular mRNAs, with Ded1p acting as the main helicase involved in unwinding secondary structures distal from the 5′ cap [55]. However, given that the mRNAs most sensitive to eIF4A inhibition in human cells have longer, more GC-rich 5′UTRs [4, 11, 19], it would be surprising if eIF4A activity was restricted to the cap proximal region. Here we take a global and unbiased approach to probe the roles of eIF4A in translation initiation, with the use of mRNA structure profiling in a human cell line, through the modification of single-stranded adenines and cytosines by DMS.

Our data suggest that elevated eIF4A in human cells is required to unwind secondary structures to aid scanning of the small ribosomal subunit on mRNAs with particularly long and structured 5′UTRs. This could therefore explain why certain mRNAs are more dependent on eIF4A activity than others. It is clear that eIF4A is also required for ribosome recruitment, with recent evidence suggesting a helicase independent role of eIF4A during this step, possibly by remodeling the conformation of the 40S subunit [16, 17]. The absence of major cap proximal structural changes in 4A-dep mRNAs (Fig. 4d) is consistent with a model in which the requirement of mRNAs for eIF4A during ribosome recruitment is equal, as has been suggested previously [16, 17]. It appears that the role of the helicase activity of eIF4A in human cells is more similar to that of Ded1p in yeast, in that mRNAs most dependent on Ded1p, and its paralogue Dbp1, contain longer 5′UTRs with increased propensity for secondary structures [55, 56]. While Ded1p appears to act in a cooperative manner with the eIF4F complex to promote 48S initiation complex assembly in yeast [57, 58], the exact role of the human orthologue of Ded1p, named DDX3, is less clear. DDX3 has been implicated in many aspects of RNA metabolism, including translation [59], where it is thought to unwind cap proximal structures to allow ribosome recruitment in a mRNA-specific manner [60]. Both the sliding window (Fig. 5b) and dStruct analysis (Additional file 1: Figure S8B) support the in vitro data that eIF4A can only efficiently unwind hairpins up to roughly 15–20 nt [47, 48]. DHX29 has been implicated in unwinding more stable hairpin structures [61, 62], which would therefore be consistent with our data.

To confidently measure DMS reactivity, it is essential that the reference transcriptome used for the bioinformatic analysis is a true representation of the cellular transcriptome. For example, within MCF7 cells, roughly 30% of expressed mRNAs possess a 5′UTR less than half the length of that annotated in the RefSeq database [35]. Our data support this finding (Additional file 1: Figure S3), highlighting an important and underappreciated potential problem for transcriptome-wide structure-probing studies. Mapping our data to the RefSeq transcriptome would have resulted in an absence of reads, and therefore an absence of reverse transcriptase stops, in the 5′UTR regions included in the RefSeq database, but not actually present in MCF7 cells. These regions would therefore appear as highly protected and thus highly structured had the RefSeq database been utilized. Furthermore, they would appear equally protected in both control and hipp-treated samples, which would therefore be wrongly interpreted as being equally structured under both conditions.

Currently, it is unclear whether hipp acts equally to repress eIF4A within the eIF4F complex or free eIF4A. Given that we chose the IC_50_ concentration of hipp, and that cellular levels of eIF4A are roughly ten times higher than the eIF4F complex [18], it is possible that we are predominantly targeting one of these populations of eIF4A, which could have important implications for the interpretations of this data.

One explanation for the positional bias of increased localized structures in the 5′UTRs of eIF4A-dependent mRNAs is that structures involving sequence elements on both sides of the 5′UTR and CDS junction could be the most highly repressive to translation. Indeed, a recent study using a reconstituted system purified from yeast found that structures on both sides of the start codon were synergistically repressive to ribosome recruitment [17]. However, the lack of increased structure in 4A-dep mRNAs following eIF4A inhibition immediately 3′ of the start codon (Fig. 6e and Additional file 1: Figure S7D) would not be consistent with this.

## Conclusions

Our structural data support a model in which the helicase activity of eIF4A is required throughout the 5′UTR during scanning. The lack of structural changes at the extreme 5′ end of the 5′UTR is consistent with a global helicase-independent role of eIF4A in ribosome recruitment. We find that localized eIF4A-mediated unwinding of 5′UTR structure is accompanied by the compensatory folding of alternative structures elsewhere in the region. Crucially, however, following eIF4A inhibition the greatest increases in structure occur just upstream of the CDS (Fig. 1c). We show that the increased length of 5′UTRs seen in eIF4A-dependent mRNAs is associated with larger localized gains in structure following eIF4A inhibition, but it is only when these structural elements are located adjacent to the CDS that they confer greater dependence on eIF4A activity (Figs. 4d and 5g). This is further supported by the observation that highly translated mRNAs are less structured than translationally repressed mRNAs in this same region (Fig. 2e), and we eliminate the possibility that these observations are due to translation elongation through uORFs (Additional file 1: Figure S5G-H, S6B and S7E-F). We also demonstrate that the pattern of reactivity changes we observe following hipp treatment are not caused by reduced eIF4A binding (Fig. 1d), and we eliminate the possibility that the ribosome could protect from DMS reactivity (Fig. 1e).

In summary, upon globally mapping changes in RNA structure following eIF4A inhibition, we find that 5′UTRs are generally remodeled, with eIF4A-dependent mRNAs gaining most in localized structure just upstream of the CDS. We propose that increased structure potential at the 3′ end of the 5′UTR is a key determinant of preferential gene expression in conditions of elevated eIF4A activity as seen in cancer cells [4].

## Methods

### Cell culture

MCF7 cells were grown in DMEM, high glucose, GlutaMAX Supplement, pyruvate (ThermoFisher 31966-021), supplemented with 10% FCS. Cells were tested regularly for mycoplasma and were authenticated by Eurofins using PCR-single-locus-technology.

### 35S Protein labeling

2.25 × 10^5^ MCF7 cells were seeded in 12-well plates overnight. Medium was replaced with DMEM lacking methionine and cysteine (ThermoFisher 21013024), supplemented with 1% glutamine and 10% FCS with the relevant concentration of hippuristanol. After 30 min, 4.5 μl EasyTag Express ^35^S Protein Labeling Mix (11 mCi/ml) (PerkinElmer NEG772002MC) was added to each well and incubated for a further 30 min at 37 °C. Cells were washed twice with ice-cold PBS and lysed in the wells with 200 μl passive lysis buffer for 5 min on ice. Cells were scraped and pipetted into 1.5-ml centrifuge tubes. Lysate was centrifuged at 12,000*g* for 5 min and 160 μl supernatant pipetted into new tube. Ten microliters was used in Bradford assay to determine protein concentration, and the remaining 150 μl was precipitated with 150 μl 25% TCA on ice for 30 min. The precipitated lysate was loaded onto glass fiber Whatmann filters, pre-wetted with 500 μl 25% TCA, in a vacuum manifold, and dried by vacuum. Filters were washed twice with ice-cold 70% IMS and twice with ice-cold acetone, before thoroughly drying. Filters were placed into scintillation vials with the addition of 10 ml scintillation cocktail and counts per minute (cpm) measured using a scintillation counter. cpm were normalized by protein concentration.

### DMS treatment

To ensure dimethyl sulphate (DMS) treatment was carried out under single hit kinetics, a range of concentrations of DMS was tested as in [63] (data not shown). Note that DMS is extremely toxic and all work should be carried out under appropriate safety measures [63].

Fifteen-centimeter plates with 70–80% confluent MCF7 cells were treated with 150 nM hippuristanol or an equal concentration of DMSO (0.07%) for 1 h by replacing the medium. Medium was then replaced with PBS with or without 50 mM DMS for 10 min. Cells were washed once with PBS containing 250 mM DTT, to quench the DMS, followed by extraction of the RNA with TRIzol (ThermoFisher 15596026) as per the manufacturer’s instructions and isopropanol precipitation. As poly(A) selection of RNA is sensitive to salt, RNA was then ethanol precipitated with 500 mM ammonium acetate. Integrity of RNA was checked on an Agilent 2100 Bioanalyzer with the Eukaryote Total RNA Nano assay, and RIN scores of 10 were obtained for every sample. To ensure single hit kinetics, 2 μg total RNA was used in a reverse transcription reaction using a 5′ Cy5 labeled primer, specific for the human 18S rRNA: 5′CCAAAGGAACCATAACTGATT3′ and the resulting cDNA run on a sequencing gel (Additional file 1: Figure S1D). Three biological replicates were obtained for each sample.

### Structure-seq2 library preparation

Library preparation was essentially carried out as in [29] (Additional file 1: Figure S1E) with details below.

#### Poly(A) selection

One hundred twenty-microgram total RNA per sample was subjected to two rounds of poly(A) selection with the Poly(A) Purist MAG Kit (AM1922), as per the manufacturer’s instructions. Poly(A) RNA was dissolved in 17 μl TE (10 mM Tris-HCl pH 7.5, 1 mM EDTA). One microliter was used to run on an Agilent 2100 Bioanalyzer with the mRNA Nano assay to confirm removal of rRNA, and 1 μl was used to determine RNA concentration with a nanodrop. The remaining 15 μl (typically slightly more than 1 μg) was used in the following reverse transcription step.

#### Reverse transcription

For each sample, 1 μg of poly(A) RNA was diluted to 15 μl and mixed with 2 μl of the N6 linker oligo: 5′CAGACGTGTGCTCTTCCGATCNNNNNN3′ (100 μM) and 3 μl KCl (1 M) and split between 2 × 10 μl. RNA was denatured in a thermal cycler at 90 °C for 1 min before rapidly cooling to 4 °C and held for 1 min. Temperature was increased to 25 °C, and 4 μl 5X buffer (100 mM Tris-HCl pH 8.4, 25 mM MgCl_2_, 25 mM DTT, 2.5 mM dNTPs), 5 μl nuclease free water, and 1 μl SuperScript III (200 U/μl) (Thermo Fisher 18080085) were added to each 10-μl sample. Samples were incubated for 5 min at 25 °C to promote annealing and to allow slight extension of RT primers, followed by 5 min at 42 °C for further extension and finally 55 °C for 50 min for full extension. Samples were then heated at 85 °C for 5 min to denature the enzyme, followed by addition of 2 μl NaOH (1 M) and incubation at 95 °C for 10 min to hydrolyze the RNA. Samples were purified by gel extraction with an 8% polyacrylamide, 1-mm-thick denaturing gel (see Gel Extraction). To ensure maximal removal of the N6 linker, which can form an unwanted byproduct if not removed, cDNA running above an N78 ssDNA oligo was purified, which should run 50 nt higher than the N6 linker. cDNA was dissolved in 5.5 μl Tris-HCl (pH 8.0).

#### Ligation

To the 5.5 μl cDNA was added 0.5 μl hairpin donor oligo /5Phos/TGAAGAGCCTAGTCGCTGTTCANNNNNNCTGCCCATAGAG/3SpC3/ (400 μM), 2 μl betaine (5 M), and 8 μl 50% PEG 8000 (added last and at room temperature to avoid precipitating DNA). Samples were heated at 95 °C for 90 s and allowed to cool slowly to room temperature. Two microliter 10X T4 DNA ligase buffer and 2 μl T4 DNA ligase (400 U/μl) (NEB M0202S) were added, and the samples were incubated at 16 °C for 6 h followed by 30 °C for 6 h and then 65 °C for 10 min to denature the enzyme. Samples were purified by gel extraction with a 6% polyacrylamide, 1-mm-thick denaturing gel (see Gel Extraction) and cDNA running above an N118 ssDNA oligo was purified; this oligo should run 50 nt above any ligated N6 linker. Ligated cDNA was dissolved in 18 μl Tris-HCl (pH 8.0).

#### PCR

To determine the number of PCR cycles required, 25 μl reactions were set up with 5 μl taken from the samples at cycles 11, 14, 17, 20, and 23 and the amplified DNA was run on a 5% polyacrylamide denaturing gel. Reactions were set up with 5 μl 5X Q5 buffer, 5 μl GC rich enhancer buffer, 0.5 μl dNTPs (10 mM each), 0.25 μl Q5 Hot Start High-Fidelity DNA Polymerase (2000 U/ml) (NEB M0493 L), 1 μl Truseq forward primer: 5′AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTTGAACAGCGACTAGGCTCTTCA3′ (10 μM), 1 μl relevant Truseq reverse primer: 5′CAAGCAGAAGACGGCATACGAGATBARCODEGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC3′ (10 μM), 4.5 μl ligated cDNA, and 7.75 water.

**Table:** 

Sample	Repeat	BARCODE
Control/DMS(−)	A	5′CGTGAT3′
Control/DMS(+)	A	5′ACATCG3′
Hippuristanol/DMS(−)	A	5′GCCTAA3′
Hippuristanol/DMS(+)	A	5′TGGTCA3′
Control/DMS(−)	B	5′CACTGT3′
Control/DMS(+)	B	5′ATTGGC3′
Hippuristanol/DMS(−)	B	5′GATCTG3′
Hippuristanol/DMS(+)	B	5′TCAAGT3′
Control/DMS(−)	C	5′CTGATC3′
Control/DMS(+)	C	5′AAGCTA3′
Hippuristanol/DMS(−)	C	5′GTAGCC3′
Hippuristanol/DMS(+)	C	5′TACAAG3′

Reactions were activated at 98 °C for 30 s followed by cycling between 98 °C for 10 s and 72 °C for 45 s. It was determined that 17 cycles was optimal, as this was the first cycle where the product was visible on the gel. The remaining samples were amplified in 3 × 25 μl reactions as above, for 17 cycles plus a final extension time of 5 min at 72 °C, and then combined and gel purified on a 5% polyacrylamide, 1.5-mm-thick denaturing gel. Resultant PCR products running between ~ 200 and 600 nt, as determined with ss50 ladder (Simplex Sciences), were purified and dissolved in 20 μl Tris-HCl (pH 8.0). Samples were run on an Agilent 2100 Bioanalyzer with the high sensitivity DNA assay to ensure the size of the libraries was as expected with minimal by-product contamination.

#### Gel extraction

An equal volume of 2X loading buffer (95% formamide, 20 mM Tris HCl (pH 7.5), 20 mM EDTA, 0.025% bromophenol blue and xylene cyanol) was added, and DNA was denatured at 98 °C for 5 min prior to loading onto a 8.3 M urea polyacrylamide gel (22 cm long, pre-run for 2 h at 18 W so that the temperature of gel was between 50 and 60 °C). The gel was run at 18 W for 2 h for the post-RT and post-ligation gels and until the xylene cyanol was close to the bottom for the post-PCR gel. Following the run, the gel was carefully placed onto a piece of Saran wrap and stained with 50 ml 1X TE, 1X SybrGold (S11494) for 10 min in a plastic tray, wrapped in aluminium foil. The staining solution was removed, and another layer of Saran wrap was placed on top of the gel, and the DNA was visualized on a Safe Imager 2.0 Blue Light Transilluminator. The region to cut was drawn on the Saran wrap with a marker pen. The gel was then cut with a clean razor blade and placed in a 5-ml DNA LoBind Eppendorf tube. To break the gel into tiny pieces, a needle was used to make a hole in the bottom of the tube and the gel was forced through the hole into another 5-ml tube by centrifugation at 6000*g* for 5 min. Three milliliter TEN_250_ (1X TE, 250 mM NaCl) was then added and pipetted into a 50-ml DNA LoBind Eppendorf tube. Another 3 ml TEN_250_ was added, and the slurry was incubated in a shaking incubator at 220 rpm at 37 °C for at least 24 h. This crush and soak method was found to be essential for sufficient extraction of the DNA from the gel.

Following incubation, the slurry was briefly spun down and as much of the liquid was pipetted off and filtered through Spin-X Centrifuge Tube Filters (0.22 μm Pore CA Membrane). Samples were then precipitated with the addition of 1 μl GlycoBlue and an equal volume of isopropanol overnight at room temperature in 5 ml DNA LoBind tubes. The DNA was pelleted by centrifugation at 12,000*g* and washed twice with 70% ethanol and dissolved in Tris-HCl pH 8.0.

### Sequencing and bioinformatic pipeline

Libraries were sequenced by the DNA Sequencing Facility at the Dept of Biochemistry, University of Cambridge, on a NextSeq 500. Concentrations of final libraries were determined by the facility using qPCR, and equal concentrations of each sample were pooled together and sequenced on three high output runs of 150 cycles, single-ended. A custom sequencing primer was used: 5′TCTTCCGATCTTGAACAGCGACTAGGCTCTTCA3′ to avoid low diversity at the start of the sequencing run, resulting in the nucleotide directly adjacent to the DMS-modified nucleotide being the first nucleotide sequenced. 1,268,740,434 reads were obtained in total. The raw sequencing reads are available at the Gene Expression Omnibus (GEO) database accession GSE134865 in fastq format.

Sequencing reads were processed and analyzed using the StructureFold2 bioinformatic pipeline [34].

The fastq_trimmer.py script was used to remove 5′ and 3′ adapters, to trim bases from the 3′ end with a NextSeq quality score below 30 and to remove any reads that were less than 20 nt after trimming. This script uses cutadapt (version 1.14) [64]. Ninety-nine percent of reads passed the filtering following trimming.

The fastq_mapper.py script was used to map all trimmed reads to the MCF7-specific transcriptome (see below) using bowtie2 (version 2.3.2) [65]. A summary of mapped reads is in Additional file 1: Table S1. Overall, 89.1% of reads mapped to the transcriptome, of which 86.1% mapped to more than one location and 13.9% mapped uniquely. The high percentage of multi-mapped reads is primarily due to transcript variants, as mapping to a transcriptome created by selecting the longest transcript per gene resulted in 75.4% reads mapping, of which only 20.8% were multi-maps. We therefore allowed multi-mapped reads and all downstream analysis was carried out at the gene level by selecting the most abundant transcript per gene, based on our RNA-Seq data. Although we cannot rule out that some genes with several abundant isoforms may have different folds, this is unlikely to affect the results, especially when looking at reactivity in the 5′UTRs, as the sequence of these regions is less often altered between splice variants, compared to CDSs and 3′UTRs. To test how many genes had more than one relatively abundant transcript, we assessed the percentage of reads predicted to map to the most abundant transcript per gene, based on our total RNA-Seq data. 

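Of the 12814 genes with at least 1 FPKM in total RNA, 8551 had more than 1 transcript in the MCF7-specific transcriptome. The most abundant transcript held 66.9% of the FPKM of its gene at the median of these 8551 genes, with quartiles of 51.2% and 87.4%. In 1935 genes (22.6%) no transcript reached 50%, and in 1878 genes (22%) a single transcript held at least 90%. The same transcript was the most abundant in each of the 6 total RNA libraries for 6555 genes (76.7%). The median share per library was 68.5% ± 0.053 (SD, n = 3) in control and 67.7% ± 0.394 (SD, n = 3) after hipp. The shares are of FPKM, which is scaled by transcript length, and the genes are all those with more than 1 transcript, without the coverage filters of Fig. 1c.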

Of the 1266 genes analyzed in Fig. 1c, 391 genes have more than one splice variant. For 75% of these 391 genes, 67.8% of the reads that map to that gene are predicted to arise from the most abundant transcript, and for 25% of these genes, 98.2% of the reads are predicted to arise from the most abundant transcript.

The sam_filter.py script was used to filter any mapped reads that contain more than 4 mismatches or that have a mismatch at position 1, which could have resulted from the addition of a random nt to the 3′ end of the cDNA prior to ligation. Sixty-four percent, 74%, 64%, and 73% of reads were retained after filtering for Control/DMS (−), Control/DMS (+), Hippuristanol/DMS (−), and Hippuristanol/DMS (+) samples, respectively. The script also uses Samtools (version 0.1.19) [66] to remove any unmapped reads or reads that have mapped in the reverse orientation.

The sam_to_rtsc.py script was used to generate <.rtsc> files from each filtered <.sam> file generated in the previous step. Each <.rtsc> file contains the number of reverse transcriptase stops at each position of every transcript. All replicate <.rtsc> files are available as supplemental files for GSE134865. Replicate correlation was calculated using the rtsc_correlation.py script followed by the Replicate_correlation.R script.

The coverage of every transcript was calculated for every replicate from each of the DMS (+) <.rtsc> files, using the rtsc_coverage.py script. Coverage is calculated as the number of stops at every adenine or cytosine within the transcript, divided by (the length of the transcript × AC content of the transcript). For example if a transcript was 2000 nt long and had 50% AC content, it would have a coverage of 1 if there were 1000 stops at all A and C positions within the transcript. Transcripts were filtered by coverage with a threshold of 1 in every replicate. Of the 55,770 transcripts in the MCF7-specific transcriptome, 26,820 had a coverage of 1 or higher in every replicate from the control and hippuristanol DMS (+) samples. 5′ end coverage was calculated with the rtsc_end_coverage.py script, using the equation in Additional file 1: Figure S3B. All transcripts with a 5′ end coverage score less than 1.5, with *n* set to 10, were removed prior to analysis. Of the 55,770 transcripts in the MCF7-specific transcriptome, 26,393 had a 5′ coverage of 1.5 or higher in both the control and hippuristanol DMS (−) samples. One hundred twenty-five nucleotides was trimmed from the 3′ end of transcripts before any analyses. This was determined by the analysis carried out in Additional file 1: Figure S3C using the rtsc_end_coverage.py script.

The specificity and ligation bias of each sample was calculated using the rtsc_specificity.py and check_ligation_bias.py scripts respectively, and the plots were generated using the Specificity_and_ligation_bias.R script.

The rtsc_to_react.py script was used to generate <.react> files for each replicate under each condition. The script uses a DMS(−) and DMS(+) <.rtsc> file to generate a <.react> file which contains the normalized reactivity for every A and C within every transcript, as in [29]. The script either generates a <.scale> file or requires one as input. The <.scale> generated for control A was therefore used for every other replicate and condition so that the scaling was the same for every sample. All replicate <.react> files are available as supplemental files for GSE134865. The reactivity in control and hippuristanol samples was then averaged across the replicates using the react_average.py script. The <.react> files generated were split into 5′UTR, CDS, and 3′UTR regions using the same coordinates calculated to divide the <.FASTA> file (see below).

### dStruct analysis

dStruct [50] analysis was performed with the following options: reps_A = 3, reps_B = 3, min_length = 10, batches = T, check_signal_strength = T, check_nucs = T, check_quality = T in R with the dStruct. R script. Reactivities for full-length transcripts were used, and each window was assigned its location subsequently.

### RNA folding predictions

RNA sequences were folded using the batch_fold.py script which uses RNAstructure (version 6.1) [67]. Default settings were used with control and hippuristanol reactivities as restraints.

### Polysome profiling

Fifteen-centimeter plates with 70–80% confluent MCF7 cells were treated for 1 h with 150 nM hippuristanol or an equal concentration of DMSO (0.07%) by replenishment of medium. Cells were treated for 5 min with 100 μg/ml cycloheximide at 37 °C before being washed with ice-cold PBS containing 100 μg/ml cycloheximide. Cells were collected by gentle scraping and then lysed in 500 μl lysis buffer (15 mM Tris-HCl pH 7.5, 300 mM NaCl, 15 mM MgCl_2_, 2 mM DTT, 100 μg/ml cycloheximide, 1% Triton X and 1000 U/ml SuperaseIn (AM2694)) for 1 min on ice. Lysate was centrifuged at 12,000*g* for 1 min at 4 °C and the supernatant collected. Four hundred microliters was loaded onto a 10–50% sucrose density gradient (15 mM Tris-HCl pH 7.5, 300 mM NaCl, 15 mM MgCl_2_, 2 mM DTT, and 100 μg/ml cycloheximide) and centrifuged in a pre-cooled ultra-centrifuge with the SW40 Ti rotor at 38,000 rpm for 2 h at 4 °C. For total RNA samples, 50 μl lysate was added to 1 ml TRIzol and the RNA extracted as per the manufacturer’s instructions. Gradients were fractionated and 11 × 1 ml fractions were collected and the RNA precipitated overnight at − 20 °C following the addition of 3 ml guanidine HCl (7.7 M) and 4 ml 100% ethanol. Precipitated RNA was dissolved in 350 μl TE buffer and ethanol precipitated with 500 mM ammonium acetate and 1 μl GlycoBlue. RNA was then dissolved in 30 μl Tris-HCl pH 7.5, and concentrations were determined with the nanodrop. Equal volumes of RNA from fractions 1–5 and 6–11 were each pooled to form the sub-polysomal and polysomal RNA respectively. Total RNA, sub-polysomal RNA, and polysomal RNA were run on an Agilent 2100 Bioanalyzer with the Eukaryote Total RNA Nano assay, and RIN values obtained were above 9.9 for all total and polysomal RNA samples and above 8.7 for all sub-polysomal RNA samples. Three biological replicates were obtained for each sample.

Total, sub-polysomal, and polysomal samples were sent to the DNA Sequencing Facility at the Dept of Biochemistry, University of Cambridge, and underwent Illumina TrueSeq Stranded mRNA library preparation and were sequenced on a NextSeq 500 with two high output runs of 75 cycles, single-ended. 866,318,876 reads were obtained in total. The raw sequencing reads are available at the Gene Expression Omnibus (GEO) database, accession GSE134888 in fastq format.

The Bayesian model used to analyze the polysome profiling data has been described previously in [4], with minor modifications as specified below. Sequencing reads were mapped to the MCF7-specific transcriptome as per standard MMSEQ 1.0.10 instructions [68], which uses Bowtie 1.1.1. Reads that mapped to more than one location were kept, and expression levels were estimated using MMSEQ for either individual transcript splice variants or collapsed to gene units. 

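In total RNA 2587 of the 12788 genes tested rose after 1 h of hipp and 1265 fell (limma, adjusted p under 0.05). The rises were the larger, with a median log2 fold change of 0.51 (quartiles 0.34 and 0.71) against -0.22 for the falls, and 209 rises and 8 falls were of more than 2-fold. PB2015.7653 rose from a mean of 0.228 to 21.1 FPKM, a log2 fold change of 6.42 (SE 0.43, adjusted p = 0.00654 from limma). With a pseudocount of 1 FPKM its log2 fold change was 4.03. PB2015.5883 had a log2 fold change of 4.11 (SE 1.07, adjusted p = 0.0268 from limma), and 2.18 with the pseudocount. The call was lost without the filter at the same fold change (adjusted p = 0.0551), and without control replicate 1, 2 or 3 at log2 fold changes of 3.27, 4.53 and 4.53 (adjusted p = 0.0617, 0.0539 and 0.057). Without hipp replicate 1 or 2 PB2015.5883 did not pass the filter of 1 FPKM and was not tested. PB2015.5882 fell from a mean of 8.8 to 0.892 FPKM (log2 fold change -3.47, SE 0.46, adjusted p = 0.00654 from limma) and PB2015.4777 from 3.48 to 0.672 FPKM (log2 fold change -2.45, SE 0.34, adjusted p = 0.00656 from limma), which was -1.42 with the pseudocount. The rise of PB2015.5883 and the fall of PB2015.5882 are uncertain, since these loci have consecutive numbers and whether reads are shared between them was not tested. Neither gene was called in either fraction. For PB2015.5883 the log2 fold change was 0.19 in polysomal and -1.38 in sub-polysomal RNA (SE 1.32 in each). For PB2015.5882 it was -1.18 and -0.15 (SE 1.00 in each). PB2015.7653 was called higher in polysomal RNA (5.43) and PB2015.4777 lower in sub-polysomal RNA (-2.78). Of the total RNA rises with fraction values, 1797 of 2566 also rose in polysomal RNA and 1010 in sub-polysomal RNA, and of the falls 632 of 1257 also fell in polysomal RNA and 256 in sub-polysomal RNA. The balance of rises and falls depended on how the libraries were scaled, with 2352 rises and 2719 falls when each library was centred on its median and 2363 rises and 2439 falls after quantile normalization. With the replicate number as a block, 3390 genes rose and 2762 fell. The falls numbered 799, 396 and 394 without control replicate 1, 2 or 3 and 755, 644 and 749 without hipp replicate 1, 2 or 3, and the rises numbered 1544 and 1641 without control replicate 2 or 3. In the authors' deposited table, 319 genes have a posterior probability above 0.25 in total RNA, 306 of them higher after hipp. Their summed posteriors leave 212.7 of the 319 expected to have no difference under the authors' model, and 12 genes have a posterior above 0.5.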

MMDIFF [69] was used to identify mRNAs which change in total RNA expression between control and hippuristanol-treated conditions, using the standard differential expression (DE) analysis as described in [4]. To identify mRNAs for which the log-fold change in expression between control and hippuristanol-treated samples differed within the sub-polysomal and polysomal RNA, MMDIFF was used to perform a difference of difference (DOD) analysis as described in [4]. In the DOD analysis, the baseline model assumes that the log-fold change between hippuristanol and control is the same within sub-polysomal and polysomal RNA, while the alternate model allows the log-fold changes to differ. 

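In the authors' deposited tables the posterior probability that the log-fold change differs between the fractions is given for 16868 genes and for 55770 transcripts. Among the genes with a posterior above 0.25 in the authors' deposited table, the median posterior was 0.495 for the 728 with a lower polysomal to sub-polysomal ratio and 0.348 for the 78 with a higher one. Summed over each group, the posteriors of the authors' deposited table leave 327.8 of the 728 and 46.8 of the 78 expected to have no difference under the authors' model. A threshold of 0.5 on the authors' deposited table leaves 360 and 15 genes, and one of 0.1 gives 1690 and 805. The authors' deposited table gives 4587 genes a posterior below 0.02, 10665 one below 0.05 and 702 one below 0.01. For transcripts, the authors' deposited table at thresholds of 0.25 and 0.02 gives 1069 transcripts with a lower ratio, 114 with a higher one and 4453 independent of eIF4A. Of the 728 dependent genes in the authors' deposited tables, 612 have at least 1 transcript of the dependent class. Over all genes of the authors' deposited tables, 903 have a transcript of the dependent class, and 90 of these also have one of the independent class. By limma, 824 of the 22336 transcripts tested had a lower ratio after hipp and 47 a higher one, at an adjusted p under 0.05.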

A prior probability of 0.1 that the alternate model was true was specified, and the posterior probability was thresholded liberally above 0.25 in order to declare a transcript as either eIF4A-dependent or eIF4A-antidependent. To assign mRNAs with a posterior probability above 0.25 to be eIF4A-dependent or eIF4A-antidependent, we determined the sign of the estimated log-fold change in the polysomal RNA minus the estimated log-fold change in the sub-polysomal RNA. mRNAs for which the sign was negative were declared eIF4A-dependent, and mRNAs for which the sign was positive were declared eIF4A-antidependent. mRNAs with a posterior probability less than 0.02 were declared eIF4A-independent. The output of both the DE and DOD analysis, at both the gene and transcript levels can be found in the supplemental files at GSE134888.

### MCF7-specific transcriptome

MCF-7 transcriptome sequence data were generated by Pacific Biosciences, Menlo Park, California, and additional information about the sequencing and assembly is provided at http://datasets.pacb.com.s3.amazonaws.com/2015/IsoSeqHumanMCF7Transcriptome/list.html. IsoSeq_MCF7_2015edition_polished.unimapped.fasta was downloaded, which contains 55,770 transcripts. In order to split each transcript into 5′UTR, CDS, and 3′UTR sequences, the manually curated coding sequences from RefSeq release 85 (NM transcripts only) were blasted against the whole MCF7-specific transcriptome. Blast hits that started at position 1 of the RefSeq CDS were used to identify the translation start site within the MCF7 transcript. Blast hits that extended to the end of the RefSeq CDS were used to identify translation stop sites. Only transcripts whose translation start and stop sites were identified by this method, and that resulted in a CDS which was equally divisible by 3, were included in the final annotation. This resulted in 13,132 fully annotated transcripts. The splicing_MCF7_2015_FASTA.py script was used to generate three separate <.FASTA> files, one for each region.

### G-quadruplex predictions with G4RNA screener

We used G4 RNA screener [45] to predict the likelihood of folded G-quadruplexes within the 5′UTRs of eIF4A-dependent and eIF4A-independent mRNAs. We ran the script with default settings, with a window size of 50 nt and step size of 10 nt to generate G4NN scores. We then selected the highest G4NN score per 5′UTR.

### Reporter-based assays

Reporter RNA was designed to have an unstructured 5′UTR with the following sequence GGGCAAGAA (CAA)_24_CACC. The sequence, including the T7 RNA polymerase binding site, was cloned using annealed oligos, into the pGL3-promoter plasmid (Promega E1761), between the HindIII and NcoI restriction sites, directly upstream of the Fluc open reading frame. An (A)_49_ sequence, followed by a NsiI site, was cloned downstream of the ORF so that following linearization with Nsi1 and blunt ending with Klenow fragment (NEB M0210S), RNA containing an (A)_49_ tail could be transcribed directly from the template.

RNA was transcribed with the TranscriptAid T7 High Yield Transcription Kit (ThermoFisher K0441) as per the manufacturer’s instructions using 7.5 mM ATP/CTP/UTP, 1.5 mM GTP, and 6 mM ARCA (NEB S1411S), followed by acid-phenol chloroform extraction and ethanol precipitation with ammonium acetate.

For sequencing gels, 75 μl nuclease untreated Rabbit Reticulocyte Lysate (Promega L4151), supplemented with 25 μM haemin, 25 μg/ml creatine kinase, 3 mg/ml creatine phosphate, 50 μg/ml liver tRNAs, and 3 mM glucose was added to 3 μl amino acid mix (1 mM), 6 μl KCl (2.5 M), 3 μl MgOAc (25 mM), 1 μl RNaseIn plus Ribonuclease Inhibitor (40 U/μl) (Promega), and 6 μg RNA and up to 150 μl water. The reaction was incubated at 30 °C for 15 min for harringtonine assays and 30 min for hippuristanol assays before addition of DMS to 50 mM and further incubation for 5 min. DMS was quenched with 250 mM DTT, and RNA was extracted with TRIzol LS as per the manufacturer’s instructions. RT reactions were carried out with a ^32^P labeled primer specific for the open reading frame of Fluc: 5′TTCCAGCGGATAGAATGGCG3′. Extracted RNA was mixed with 1 pmol primer and diluted to 6.5 μl. One-microliter 10X buffer (200 mM Tris HCl (pH 8.4), 500 mM KCl) was added, and samples were heated at 95 °C in a heat block for 1 min and then immediately placed into a different heat block at 55 °C for 1 min. Two-microliter 5X buffer (2.5 mM dNTPs, 20 mM MgCl2, 5 mM DTT) was added along with 0.5 μl SuperScript III (200 U/μl), and the sample was incubated for 20 min at 55 °C. One-microliter NaOH was added, and RNA was hydrolyzed and enzyme denatured at 95 °C for 10 min. Eleven-microliter 2X loading buffer (95% formamide, 20 mM Tris HCl (pH 7.5), 20 mM EDTA, 0.025% bromophenol) was added, and the sample was incubated for 3 min at 95 °C to denature the cDNA. Five-microliter samples were loaded onto a pre-run 6% polyacrylamide, 8.3 M urea sequencing gel, and run at 45 W for 1 h. The gel was fixed in 10% methanol and 10% acetic acid and dried for 2 h at 80 °C before overnight exposure to a GE Storage Phosphor Screen followed by visualization on a Typhoon FLA 7000.

## Supplementary information

**Additional file 1: Figure S1.** Structure-seq2 and polysome profiling quality control. **Figure S2.** Replicate correlation and coverage thresholds. **Figure S3.** Assessing 5′ and 3′ end coverage. **Figure S4.** Average reactivity, predicted fold metrics and Gini coefficients. **Figure S5.** mRNAs gain in structure following hippuristanol treatment most within the CDS and the 3′ end of the 5’UTR. **Figure S6.** Highly translated mRNAs are less structured in the 3′ most 20 nt of 5’UTRs. **Figure S7.** eIF4A-dependent mRNAs gain in structure upon hippuristanol treatment immediately upstream of the CDS. **Figure S8.** dStruct FDR adjusted *p*-values and window sizes. **Table S1.** Summary of sequencing reads obtained for Structure-seq2. **Table S2.** Summary of scripts used to create each figure.

**Additional file 2.** Review history.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) database accessions GSE134865 [70] and GSE134888 [71] which can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134865 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134888. All scripts and input data required to replicate the figures are available from GitHub using the following link https://github.com/Bushell-lab/Structure-seq2-with-hippuristanol-treatment-in-MCF7-cells [72]. All StructureFold2 scripts are available from GitHub using the following link https://github.com/StructureFold2/StructureFold2. Additional file 1: Table S2 shows which scripts were used to output which figure panels.

## References

[1] Vaklavas C, Blume SW, Grizzle WE (2017). Translational dysregulation in cancer: molecular insights and potential clinical applications in biomarker development. Front Oncol.

[2] Bhat M, Robichaud N, Hulea L, Sonenberg N, Pelletier J, Topisirovic I (2015). Targeting the translation machinery in cancer. Nat Rev Drug Discov.

[3] Chu Jennifer, Cargnello Marie, Topisirovic Ivan, Pelletier Jerry (2016). Translation Initiation Factors: Reprogramming Protein Synthesis in Cancer. Trends in Cell Biology.

[4] Modelska A, Turro E, Russell R, Beaton J, Sbarrato T, Spriggs K (2015). The malignant phenotype in breast cancer is driven by eIF4A1-mediated changes in the translational landscape. Cell Death Dis.

[5] Heerma van Voss MR, van Diest PJ, Raman V (2017). Targeting RNA helicases in cancer: the translation trap. Biochim Biophys Acta.

[6] Malka-Mahieu H, Newman M, Desaubry L, Robert C, Vagner S (2017). Molecular pathways: the eIF4F translation initiation complex-new opportunities for cancer treatment. Clin Cancer Res.

[7] Pelletier J, Graff J, Ruggero D, Sonenberg N (2015). Targeting the eIF4F translation initiation complex: a critical nexus for cancer development. Cancer Res.

[8] Boussemart L, Malka-Mahieu H, Girault I, Allard D, Hemmingsson O, Tomasic G (2014). eIF4F is a nexus of resistance to anti-BRAF and anti-MEK cancer therapies. Nature..

[9] Malka-Mahieu Hélène, Girault Isabelle, Rubington Margot, Leriche Melissa, Welsch Caroline, Kamsu-Kom Nyam, Zhao Qian, Desaubry Laurent, Vagner Stéphan, Robert Caroline (2016). Synergistic effects of eIF4A and MEK inhibitors on proliferation of NRAS-mutant melanoma cell lines. Cell Cycle.

[10] Robert F, Roman W, Bramoulle A, Fellmann C, Roulston A, Shustik C (2014). Translation initiation factor eIF4F modifies the dexamethasone response in multiple myeloma. Proc Natl Acad Sci U S A.

[11] Wolfe AL, Singh K, Zhong Y, Drewe P, Rajasekhar VK, Sanghvi VR (2014). RNA G-quadruplexes cause eIF4A-dependent oncogene translation in cancer. Nature..

[12] Wiegering A, Uthe FW, Jamieson T, Ruoss Y, Huttenrauch M, Kuspert M (2015). Targeting translation initiation bypasses signaling crosstalk mechanisms that maintain high MYC levels in colorectal cancer. Cancer Discov.

[13] Jackson RJ, Hellen CU, Pestova TV (2010). The mechanism of eukaryotic translation initiation and principles of its regulation. Nat Rev Mol Cell Biol.

[14] Hinnebusch AG (2014). The scanning mechanism of eukaryotic translation initiation. Annu Rev Biochem.

[15] Andreou AZ, Klostermeier D (2013). The DEAD-box helicase eIF4A: paradigm or the odd one out?. RNA Biol.

[16] Sokabe M, Fraser CS (2017). A helicase-independent activity of eIF4A in promoting mRNA recruitment to the human ribosome. Proc Natl Acad Sci U S A.

[17] Yourik P, Aitken CE, Zhou F, Gupta N, Hinnebusch AG, Lorsch JR. Yeast eIF4A enhances recruitment of mRNAs regardless of their structural complexity. eLife. 2017;6:e31476.10.7554/eLife.31476PMC572685329192585

[18] Duncan R, Hershey JW (1983). Identification and quantitation of levels of protein synthesis initiation factors in crude HeLa cell lysates by two-dimensional polyacrylamide gel electrophoresis. J Biol Chem.

[19] Rubio CA, Weisburd B, Holderfield M, Arias C, Fang E, DeRisi JL (2014). Transcriptome-wide characterization of the eIF4A signature highlights plasticity in translation regulation. Genome Biol.

[20] Rouskin S, Zubradt M, Washietl S, Kellis M, Weissman JS (2014). Genome-wide probing of RNA structure reveals active unfolding of mRNA structures in vivo. Nature..

[21] Biffi G, Di Antonio M, Tannahill D, Balasubramanian S (2014). Visualization and selective chemical targeting of RNA G-quadruplex structures in the cytoplasm of human cells. Nat Chem.

[22] Laguerre A, Hukezalie K, Winckler P, Katranji F, Chanteloup G, Pirrotta M (2015). Visualization of RNA-Quadruplexes in live cells. J Am Chem Soc.

[23] Guo J. U., Bartel D. P. (2016). RNA G-quadruplexes are globally unfolded in eukaryotic cells and depleted in bacteria. Science.

[24] Waldron JA, Raza F, Le Quesne J (2018). eIF4A alleviates the translational repression mediated by classical secondary structures more than by G-quadruplexes. Nucleic Acids Res.

[25] Weldon C, Eperon IC, Dominguez C (2016). Do we know whether potential G-quadruplexes actually form in long functional RNA molecules?. Biochem Soc Trans.

[26] Lee YJ, Wang Q, Rio DC (2018). Coordinate regulation of alternative pre-mRNA splicing events by the human RNA chaperone proteins hnRNPA1 and DDX5. Genes Dev.

[27] Lai YH, Choudhary K, Cloutier SC, Xing Z, Aviran S, Tran EJ (2019). Genome-wide discovery of DEAD-box RNA helicase targets reveals RNA structural remodeling in transcription termination. Genetics..

[28] Guenther UP, Weinberg DE, Zubradt MM, Tedeschi FA, Stawicki BN, Zagore LL (2018). The helicase Ded1p controls use of near-cognate translation initiation codons in 5′ UTRs. Nature..

[29] Ritchey LE, Su Z, Tang Y, Tack DC, Assmann SM, Bevilacqua PC (2017). Structure-seq2: sensitive and accurate genome-wide profiling of RNA structure in vivo. Nucleic Acids Res.

[30] Iwasaki Shintaro, Iwasaki Wakana, Takahashi Mari, Sakamoto Ayako, Watanabe Chiduru, Shichino Yuichi, Floor Stephen N., Fujiwara Koichi, Mito Mari, Dodo Kosuke, Sodeoka Mikiko, Imataka Hiroaki, Honma Teruki, Fukuzawa Kaori, Ito Takuhiro, Ingolia Nicholas T. (2019). The Translation Inhibitor Rocaglamide Targets a Bimolecular Cavity between eIF4A and Polypurine RNA. Molecular Cell.

[31] Wells SE, Hughes JM, Igel AH, Ares M (2000). Use of dimethyl sulfate to probe RNA structure *in vivo*. Methods Enzymol.

[32] Cencic R, Pelletier J (2016). Hippuristanol - a potent steroid inhibitor of eukaryotic initiation factor 4A. Translation (Austin).

[33] Iwasaki S, Floor SN, Ingolia NT (2016). Rocaglates convert DEAD-box protein eIF4A into a sequence-selective translational repressor. Nature..

[34] Tack David C., Tang Yin, Ritchey Laura E., Assmann Sarah M., Bevilacqua Philip C. (2018). StructureFold2: Bringing chemical probing data into the computational fold of RNA structural analysis. Methods.

[35] Gandin Valentina, Masvidal Laia, Hulea Laura, Gravel Simon-Pierre, Cargnello Marie, McLaughlan Shannon, Cai Yutian, Balanathan Preetika, Morita Masahiro, Rajakumar Arjuna, Furic Luc, Pollak Michael, Porco John A., St-Pierre Julie, Pelletier Jerry, Larsson Ola, Topisirovic Ivan (2016). nanoCAGE reveals 5′ UTR features that define specific modes of translation of functionally related MTOR-sensitive mRNAs. Genome Research.

[36] Beaudoin JD, Novoa EM, Vejnar CE, Yartseva V, Takacs CM, Kellis M (2018). Analyses of mRNA structure dynamics identify embryonic gene regulatory programs. Nat Struct Mol Biol.

[37] Mizrahi Orel, Nachshon Aharon, Shitrit Alina, Gelbart Idit A., Dobesova Martina, Brenner Shirly, Kahana Chaim, Stern-Ginossar Noam (2018). Virus-Induced Changes in mRNA Secondary Structure Uncover cis-Regulatory Elements that Directly Control Gene Expression. Molecular Cell.

[38] Wittebolle L, Marzorati M, Clement L, Balloi A, Daffonchio D, Heylen K (2009). Initial community evenness favours functionality under selective stress. Nature..

[39] Zubradt M, Gupta P, Persad S, Lambowitz AM, Weissman JS, Rouskin S (2017). DMS-MaPseq for genome-wide or targeted RNA structure probing in vivo. Nat Methods.

[40] Ding Y, Tang Y, Kwok CK, Zhang Y, Bevilacqua PC, Assmann SM (2014). *In vivo* genome-wide profiling of RNA secondary structure reveals novel regulatory features. Nature..

[41] Soto Rifo R, Ricci EP, Decimo D, Moncorge O, Ohlmann T (2007). Back to basics: the untreated rabbit reticulocyte lysate as a competitive system to recapitulate cap/poly(A) synergy and the selective advantage of IRES-driven translation. Nucleic Acids Res.

[42] Fresno M, Jimenez A, Vazquez D (1977). Inhibition of translation in eukaryotic systems by harringtonine. Eur J Biochem.

[43] Lee S., Liu B., Lee S., Huang S.-X., Shen B., Qian S.-B. (2012). Global mapping of translation initiation sites in mammalian cells at single-nucleotide resolution. Proceedings of the National Academy of Sciences.

[44] Masvidal L, Hulea L, Furic L, Topisirovic I, Larsson O (2017). mTOR-sensitive translation: cleared fog reveals more trees. RNA Biol.

[45] Garant Jean-Michel, Perreault Jean-Pierre, Scott Michelle S (2017). Motif independent identification of potential RNA G-quadruplexes by G4RNA screener. Bioinformatics.

[46] Kwok Chun Kit, Sahakyan Aleksandr B., Balasubramanian Shankar (2016). Structural Analysis using SHALiPE to Reveal RNA G-Quadruplex Formation in Human Precursor MicroRNA. Angewandte Chemie International Edition.

[47] Rogers GW, Richter NJ, Merrick WC (1999). Biochemical and kinetic characterization of the RNA helicase activity of eukaryotic initiation factor 4A. J Biol Chem.

[48] Garcia-Garcia C, Frieda KL, Feoktistova K, Fraser CS, Block SM (2015). Factor-dependent processivity in human eIF4A DEAD-box helicase. Science.

[49] Bailey TL, Elkan C (1994). Fitting a mixture model by expectation maximization to discover motifs in biopolymers. Proc Int Conf Int Syst Mol Biol.

[50] Choudhary K, Lai YH, Tran EJ, Aviran S (2019). dStruct: identifying differentially reactive regions from RNA structurome profiling data. Genome Biol.

[51] Gallie DR, Ling J, Niepel M, Morley SJ, Pain VM (2000). The role of 5′-leader length, secondary structure and PABP concentration on cap and poly(A) tail function during translation in Xenopus oocytes. Nucleic Acids Res.

[52] Svitkin YV, Pause A, Haghighat A, Pyronnet S, Witherell G, Belsham GJ (2001). The requirement for eukaryotic initiation factor 4A (elF4A) in translation is in direct proportion to the degree of mRNA 5′ secondary structure. RNA (New York).

[53] Pestova TV, Kolupaeva VG (2002). The roles of individual eukaryotic translation initiation factors in ribosomal scanning and initiation codon selection. Genes Dev.

[54] Babendure JR, Babendure JL, Ding JH, Tsien RY (2006). Control of mammalian translation by mRNA structure near caps. RNA (New York).

[55] Sen ND, Zhou F, Ingolia NT, Hinnebusch AG (2015). Genome-wide analysis of translational efficiency reveals distinct but overlapping functions of yeast DEAD-box RNA helicases Ded1 and eIF4A. Genome Res.

[56] Sen ND, Gupta N, KA S, Preiss T, Lorsch JR, Hinnebusch AG. Functional interplay between DEAD-box RNA helicases Ded1 and Dbp1 in preinitiation complex attachment and scanning on structured mRNAs in vivo. Nucleic Acids Res. 2019;47(16):8785-8806.10.1093/nar/gkz595PMC714568031299079

[57] Gao Z, Putnam AA, Bowers HA, Guenther UP, Ye X, Kindsfather A, et al. Coupling between the DEAD-box RNA helicases Ded1p and eIF4A. eLife. 2016;5:e16408.10.7554/eLife.16408PMC499042227494274

[58] Gupta N, Lorsch JR, Hinnebusch AG. Yeast Ded1 promotes 48S translation pre-initiation complex assembly in an mRNA-specific and eIF4F-dependent manner. eLife. 2018;7:e38892.10.7554/eLife.38892PMC618156530281017

[59] Soto-Rifo R, Ohlmann T (2013). The role of the DEAD-box RNA helicase DDX3 in mRNA metabolism. Wiley Interdiscip Rev RNA.

[60] Soto-Rifo R, Rubilar PS, Limousin T, de Breyne S, Decimo D, Ohlmann T (2012). DEAD-box protein DDX3 associates with eIF4F to promote translation of selected mRNAs. EMBO J.

[61] Pisareva VP, Pisarev AV, Komar AA, Hellen CU, Pestova TV (2008). Translation initiation on mammalian mRNAs with structured 5'UTRs requires DExH-box protein DHX29. Cell..

[62] Parsyan A, Shahbazian D, Martineau Y, Petroulakis E, Alain T, Larsson O (2009). The helicase protein DHX29 promotes translation initiation, cell proliferation, and tumorigenesis. Proc Natl Acad Sci U S A.

[63] Ding Y, Kwok CK, Tang Y, Bevilacqua PC, Assmann SM (2015). Genome-wide profiling of in vivo RNA structure at single-nucleotide resolution using structure-seq. Nat Protoc.

[64] Martin Marcel (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal.

[65] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[66] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[67] Reuter JS, Mathews DH (2010). RNAstructure: software for RNA secondary structure prediction and analysis. BMC bioinformatics.

[68] Turro E, Su SY, Goncalves A, Coin LJ, Richardson S, Lewin A (2011). Haplotype and isoform specific expression estimation using multi-mapping RNA-seq reads. Genome Biol.

[69] Turro E, Astle WJ, Tavare S (2014). Flexible analysis of RNA-seq data using mixed effects models. Bioinformatics.

[70] Waldron JA, Tack DC, Ritchey LE, Gillen SL, Wilczynska A, Turro E, Bevilacqua PC, Assmann SM, Bushell M, Le Quesne J. Transcriptome-wide analysis of RNA structure in MCF7 cells with and without inhibition of eIF4A by hippuristanol treatment. Gene Exp Omnibus. 2019; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134865.

[71] Waldron JA, Tack DC, Ritchey LE, Gillen SL, Wilczynska A, Turro E, Bevilacqua PC, Assmann SM, Bushell M, Le Quesne J. Transcriptome wide analysis of translation efficiency in MCF7 cells using polysome profiling with and without eIF4A inhibition by hippuristanol treatment. Gene Exp Omnibus. 2019; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134888.

[72] Waldron JA, Tack DC, Ritchey LE, Gillen SL, Wilczynska A, Turro E, Bevilacqua PC, Assmann SM, Bushell M, Le Quesne J. Transcriptome-wide analysis of RNA structure in MCF7 cells with and without inhibition of eIF4A by hippuristanol treatment. Scripts and data. Github repository. 2019; https://github.com/Bushell-lab/Structure-seq2-with-hippuristanol-treatment-in-MCF7-cells.

How the deposited data were processed for this re-analysis (not part of the article)

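RNA-seq libraries of MCF7 cells treated with 150 nM hipp or DMSO for 1 h were analysed, with 3 biological replicates each of polysomal, sub-polysomal and total RNA under each treatment. The authors mapped reads with Bowtie 1.1.1 to an MCF7-specific transcriptome from long reads, kept multi-mapping reads, and estimated expression with MMSEQ per transcript or collapsed to genes. The deposited values are the natural log of the FPKM per library, each with a posterior SD, and they were normalized by the authors within each table, so tests were made within a table and levels were not compared between the total RNA and fraction tables. The deposited posterior probability is a score between 0 and 1 from the authors' model (MMDIFF, prior probability 0.1), and the deposited fold changes are estimates on the natural log scale. Over the tested genes, the authors' estimated fold changes and the differences of group means had a Pearson r of 0.944 in polysomal RNA and 0.853 in sub-polysomal RNA, a correlation across genes, which are not independent replicates. Polysomal, sub-polysomal and total RNA were taken from the same lysates according to the paper's methods. Reads shared between similar genes are divided by the authors' model and could not be examined here.

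Read counts are not in the files used here, so the depth per library is unknown and no counting interval is given. Precision is described by the posterior SD, which covers the estimation of each library and not the variation between replicates. The header of the gene-level total RNA table has 1 blank column name and lacks the SD of a hipp replicate, so 3 of its per-sample columns were not used, and precision weights were not applied to total RNA. In the transcript-level table of the fractions, 1 transcript has a failed model fit in the authors' comparison.

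The log values were divided by the natural log of 2 and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjusted p under 0.05). One fit covered the 12 fraction libraries in 4 groups, with contrasts for the polysomal change, the sub-polysomal change, TE in each treatment, and the difference of the log-fold changes. Another covered the 6 total RNA libraries. Genes with a mean log2 value of at least that of 1 FPKM over the libraries of a fit were tested, and no pseudocount was added. With 3 libraries against 3, the smallest two-sided exact permutation p of a single comparison is 0.1, so calls rest on the model fitted across genes. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. The classes 4A-dep, 4A-indep and 4A-antidep were taken from the authors' posterior probabilities at the thresholds the paper states.

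Each method was first tested on simulated data, 20 sets of values drawn around the real means with 200 changed genes each. The noise was normal, independent between libraries, and had the variances that limma had estimated, so the shares of false calls hold under that model. Deviations shared by same-numbered libraries, and changes at more than 200 genes, were not simulated. For the difference of the log-fold changes, tested on 12670 genes, limma recovered 13.3% of the changes of 0.5, 71.3% of those of 1 and 96.9% of those of 2 on the log2 scale, and 4.7% of its calls were false. For total RNA, tested on 12788 genes, it recovered 68.5%, 95.7% and 99.9% of changes of these sizes, and 5.3% of its calls were false. To compare transcripts of a gene, the diffSplice function of limma was tried first on simulated data for 5377 genes, where 36% of its calls were false, and it was not applied to the deposited values. In its place, the log2 ratio of each transcript to the mean of the other transcripts of its gene was fitted with limma, with a Simes p per gene. On the same simulated data 4.9% of its calls were false, and it recovered 39.1% of genes in which 1 transcript had changed by 2 on the log2 scale. These simulations changed the response to hipp, so the comparison of transcripts for TE in control cells was not checked.

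Whether equal replicate numbers mark paired libraries is not stated in the sources used here, so it was checked from the deviations of each library from its group mean, over genes with no library under 0.05 FPKM (12627 for the fractions and 12777 for total RNA). Same-numbered libraries deviated together in each of the 3 pairs for total RNA (r = 0.412, 0.314 and 0.266 between hipp and control), for polysomal RNA between treatments (r = 0.167, 0.514 and 0.521) and for the control fractions (r = 0.224, 0.602 and 0.402), above the limit of 0.1 set for pairing, so blocked values are given where they move a count by more than 1.5 times. TE per gradient is the ratio of the same-numbered polysomal and sub-polysomal libraries, taken as 1 gradient, which the sources used here do not state.

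Genes were named by a rule written before the data were examined, the 10 largest rises and 10 largest falls among called genes whose replicate values do not overlap between the groups. Because the numbered loci could not be paired with gene names (0 matched), at most 2 of the 10 per direction are named, as that rule sets. Genes with any library under 0.05 FPKM were passed over, a step added after the values were seen, since fold changes against such values are not meaningful. For the same lack of names, the gene lists fixed before the data were examined, the 5′UTR features of each class and the folding near the start codon were not run. DMS reactivity was not analysed here. The alternatives covered filters, a pseudocount of 1 FPKM, rescaling, precision weights, the variance trend, left-out replicates, replicate blocks and the transcript-level tables. Each precision weight was the inverse of the squared posterior SD plus the variance limma estimated for the gene from the same libraries. That variance enters both the weights and the test, so more calls with these weights are no evidence of more changed genes.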

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

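The paper reports no counts for total RNA, in which 2587 genes rose and 1265 fell after 1 h of hipp. The tests of this pattern were set before the results were seen, and the filter at 5 FPKM per transcript below was added after. Rescaling the libraries left the number of calls at no less than 1.25 times the original 3852, so normalization does not account for the number, although it moved the share of rises from 67.2% to 46.4% with median centring and 49.2% with quantile normalization, so the balance of rises and falls stays open. Removing a trend of the fold change with abundance gave 1.29 times the calls, with 2221 rises and 2748 falls, so it also turned the balance. The trend lay between 0.0271 and 0.0891 on the log2 scale at every abundance. Its removal therefore lowered each fold change, much as a rescaling would, and is no separate evidence on the balance. An effect confined to the total RNA libraries is argued against by the fractions, where a share of 0.796 of the changed genes with fraction values had the sign of the total RNA change in both fractions (0.25 by chance if signs were independent). The fractions come from the same lysates as total RNA, so effects shared by the cultures of a treatment, and reads shared between similar genes, stay open beside a response to hipp and were not tested. The authors' deposited table gives 319 genes a posterior above 0.25 in total RNA, with 212.7 of them expected to have no difference under the authors' model.

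Of 5377 genes with at least 2 transcripts that pass the filter, 1771 (32.9%) had transcripts that differed in TE under control conditions, a comparison the paper does not report (limma on transcript ratios, adjusted p under 0.05, 688 of 2503 genes with at least 5 FPKM per transcript). The test was simulated only for the response to hipp, so its rate of false calls for TE is unknown. The paper gives a lower minimum RNA integrity for sub-polysomal than for polysomal RNA, and whether this bears on the calls was not tested. At the transcript level, 1069 transcripts are 4A-dep in the authors' deposited table, a class the paper reports by gene.

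Splits of the libraries into groups of 3 were too few (10 for each comparison, the real one included) to give a share under 0.05. Every other split also mixes the groups compared, so a difference between them adds to the spread and lowers the number of calls. Few calls in the other splits therefore do not count against chance. In every comparison the real split was the 1 split with as many calls as the real one. The real split and the highest other were 951 and 0 for the difference of the log-fold changes, 4708 and 0 for polysomal RNA, 3478 and 1 for sub-polysomal RNA, 9803 and 0 for TE in control cells, 9656 and 0 for TE after hipp, and 3852 and 0 for total RNA. For the comparisons whose replicate numbers pair the libraries (total RNA, polysomal RNA and TE in control cells), the other splits that part as many pairs gave at most 0 calls, as did those that part fewer.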

How the results depend on the processing

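The alternatives were set before the data were examined, except the removal of genes with a library under 0.05 FPKM, the comparisons between transcripts, and the rescaled medians and the total RNA counts of the classes. Of the main counts and values compared, 184 stayed within the limits set (1.5 times for a count, 1 SD between replicates otherwise) and 68 moved beyond them. Of the values for single named genes, 161 kept their direction and call and 13 kept their direction but lost the call. Several settings, such as the filters, the variance trend and the blocks, leave the fold change as it is, so the direction could not change there. Settings in which a named gene did not pass the filter are not counted. Quantile normalization reversed the sign of 147 of the 9803 genes called for TE in control cells and 43 of the 9656 called after hipp, and of 1 gene called in sub-polysomal RNA. A pseudocount of 1 FPKM reversed 1 of the 951 genes with a changed ratio, and precision weights 1 gene called for TE after hipp. Rises were 57.5% of the sub-polysomal calls and 47.8% and 47.6% with median centring and quantile normalization. Of the polysomal calls they were 47.3%, and 52.4% with quantile normalization, 50.6% at the transcript level, 60.9% without control replicate 2 and 58.3%, 54.5% and 56.2% without hipp replicate 1, 2 or 3. Leaving out 1 replicate gave 17 to 117 genes with a higher and 305 to 850 with a lower polysomal to sub-polysomal ratio, 1080 to 2483 polysomal rises and 842 to 2591 falls, 966 to 2013 sub-polysomal rises and 523 to 1450 falls, and 1544 to 2540 total RNA rises and 394 to 799 falls. For the changed ratio, quantile normalization gave 501 lower, precision weights 344 higher and 1305 lower, and the transcript-level table gave 47 higher. Quantile normalization moved the share of higher ratios from 10.2% to 21.5%, precision weights to 20.9%, the replicate block to 24% and the block per gradient to 27.2%. It was 5.3%, 5.3% and 5.4% without hipp replicate 1, 2 or 3, and 5.4% at the transcript level. The transcript-level table gave 954 sub-polysomal falls, 1698 rises and 680 falls in total RNA, and 10382 and 9873 transcripts enriched in polysomes in control and hipp-treated cells. Total RNA falls numbered 2719 with median centring, 2439 with quantile normalization and 2762 with the replicate block. With the same 3 settings they numbered 366, 306 and 332 for the 4A-dep genes (193 in the main fit), 1031, 937 and 1023 for the 4A-indep genes (446) and 6, 6 and 6 for the 4A-antidep genes (2), and the block gave 63 total RNA rises of 4A-dep genes (36). A filter at 5 FPKM gave 2870 genes enriched in the sub-polysomal fraction of control cells, of 8902 genes tested. Genes whose transcripts differ numbered 688 for TE in control cells and 0 for the response to hipp at 5 FPKM per transcript (259 at an unadjusted p under 0.05). The cause of these moves was not tested.

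Same-numbered libraries did not all deviate together in sub-polysomal RNA (r = 0.22, 0.241 and 0.09 between treatments) or between the fractions after hipp (r = 0.159, 0.181 and 0.026). Each hipp sub-polysomal library correlated best with the control library of its own number, but hipp polysomal replicate 3 correlated better with the sub-polysomal library of another number (r = 0.076). For the changed ratio the replicate block gave 407 higher and 1290 lower, and a block per gradient 482 higher and 1287 lower. Of the other comparisons, the block moved the falls in total RNA by more than 1.5 times and no other count of calls over all genes.

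The classes of the authors' deposited table held 360 4A-dep and 15 4A-antidep genes at a posterior above 0.5, 1690 and 805 above 0.1, and 10665 and 702 4A-indep genes below 0.05 and 0.01. The limits of the low and high TE groups were -0.68 and 0.46 on the log2 scale without a filter, -0.24 and 0.70 at 5 FPKM, and 0.54 for the upper with the range of Fig. 2a, and the upper limit was 0.56 to 0.57 when 1 control replicate was left out. Not run, because the numbered loci could not be paired with names, were the gene lists, 5′UTR features and folding with their alternatives. Precision weights were not run for total RNA. Depth is unknown, and among tested genes with a small change the least precisely estimated genes (median posterior SD 0.131 on the log2 scale) were least often called 4A-indep, while the test of whether precision accounts for this did not decide it.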

Other observations

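The split of the control gradients and the filter on genes with a library under 0.05 FPKM were chosen after the results were seen. Genes called 4A-dep often had a high TE before hipp, where both measures rest on the same control libraries. Of the 720 4A-dep genes tested, 396 (55%) were in the high TE group of control cells, 210 in the middle group and 114 in the low TE group, while the 4541 4A-indep genes were spread more evenly, with 1445, 1746 and 1350. By limma, 480 high TE genes and 129 low TE genes had a lower ratio after hipp, and 6 and 70 had a higher one. The SD of the log2 TE over genes, with no library under 0.05 FPKM, was 1.18, 1.25 and 1.18 in the 3 control gradients and 1.13, 1.14 and 1.13 after hipp.

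Across 12670 genes, which are not independent replicates, TE in control cells and the shift after hipp had a Pearson r of -0.315 and a Spearman rho of -0.376. Both measures use the control libraries, which alone gave a mean r of -0.12 and a mean rho of -0.09 in 100 simulations in which hipp changed nothing. The observed covariance of -0.176 lay outside the simulated range of -0.063 to -0.0205, so the shared libraries do not account for all of it, and at a minimum of 5 FPKM r was -0.325. When TE came from 1 control gradient and the shift from the other control gradients, the covariance was -0.119 to -0.166. No biological explanation was tested, nor were saturation or losses within the gradient.

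The 4A-indep class may depend on how precisely a gene is measured, and the test of this did not decide it. Among tested genes whose shift was within 0.2 of 0 on the log2 scale, 84.8% were called 4A-indep in the authors' deposited table in the 1444 genes with the smallest posterior SD and 53.8% in the 1443 with the largest, a ratio of 1.58, between the 1.5 and 2 set as limits. The groups between them had 87.7% and 83.9%. No biological explanation was tested.

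Transcripts of 1 gene seldom passed a test for different responses to hipp. Of 5377 genes with at least 2 tested transcripts, 5 had transcripts with different shifts (limma on transcript ratios, adjusted p under 0.05), and 422 had an unadjusted p under 0.05. The 5 were PB2015.15419, PB2015.14299, PB2015.4008, PB2015.9088 and PB2015.178, named after their values were seen, and none was called with at least 5 FPKM per transcript (limma, 259 genes at an unadjusted p under 0.05). On simulated data the same test found 39.1% of genes with a 1-transcript change of 2 on the log2 scale, so most smaller differences would be missed.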
